# Nuclei isolation from rat and cow white adipose tissues for single-nucleus RNA sequencing; rat WAT remains a challenge

**DOI:** 10.3389/fphys.2026.1741037

**Published:** 2026-03-26

**Authors:** Janice M. Thompson, Miguel Chirivi, Leah Terrian, G. Andres Contreras, Stephanie W. Watts, Rance Nault

**Keywords:** adipose tissue, cattle, nuclei isolation, rats, single-cell gene expression analysis

## Abstract

Perivascular adipose tissue (PVAT) is a complex tissue that is increasingly recognized for its roles in vascular health and disease. The form and function of PVAT are different depending on species and anatomical location, and understanding its cellular and molecular characteristics gives greater insights. We had previously successfully performed single-nucleus RNA sequencing (snRNAseq) on brown fat depots, the thoracic aortic PVAT (taPVAT) and subscapular brown adipose tissue (BAT), from Dahl Salt Sensitive rats. However, the application of the same nuclei isolation method to white adipose tissue (WAT) depots (perivascular and non-perivascular) from the same rat strain resulted in insufficient nuclei capture and low transcript numbers. These challenges were also encountered when processing WAT from cattle. While nuclei isolation methods have been developed and optimized for human and mouse WAT depots, they have not been evaluated across WAT depots from other species, such as cow and rat. Because these latter species are important models for cardiovascular and metabolic diseases, this study aimed to validate and optimize a nuclei isolation protocol for use with WAT from them. Protocols were evaluated based on a) the quantity of nuclei isolated, b) the quality of nuclei determined via microscopic visualization, and c) the total number of detected transcripts and genes following snRNAseq. A modified protocol developed for human WAT, incorporating liquid nitrogen pulverization and Dounce homogenization of flash-frozen tissue, was tested. This protocol, with key modifications for optimization, proved translatable to rat and cow WAT depots to improve nuclei yield (rat retroperitoneal fat, 3,100 nuclei/mg tissue; rat mesenteric perivascular adipose tissue, 2,200 nuclei/mg tissue; cow white fat, 2,050 nuclei/mg tissue). Further analysis via snRNAseq, however, identified limitations. While cow WAT expressed nearly 1,720 median genes/cell, both rat white depots were significantly lower [mesenteric PVAT (mesPVAT), 189; retroperitoneal (RP) fat, 294 median genes/cell], hindering downstream analyses in the rat tissue. These findings suggest that biological differences in adipose depots within and between species pose important challenges for the application of snRNAseq on rat WAT.

## 1 Introduction

Single-nucleus RNA sequencing (snRNAseq) is used to study the transcriptome of individual cells, relying solely on RNA from the isolated nuclei. This has been performed in a wide variety of tissues and across multiple species (Han et al., 2025; Kim et al., 2023). Nuclei can be obtained from fresh or frozen tissues, allowing for the use of archived samples. In addition, some tissues are dense, contain interconnected structures, or have a higher fat content, making them more difficult to process. SnRNAseq has proven reliable for these tissues, including the heart (Arduini et al., 2025), the brain (Lake et al., 2018), and tumors (Slyper et al., 2020). When working with different tissues and species, nuclei isolation techniques regularly require optimization (Kersey et al., 2025; So et al., 2025).

Our laboratories have previously published a cell atlas of thoracic aortic perivascular adipose tissue (taPVAT) from the Dahl SS rat, with a comparison to the non-vascular subscapular brown adipose tissue (BAT) (Thompson et al., 2024). When this protocol was used to evaluate rat white adipose tissue depots, both the mesenteric perivascular adipose tissue (mesPVAT) and non-vascular retroperitoneal (RP) fat, the number of captured nuclei was much lower than expected, with a small number of median detected genes per nucleus in mesPVAT (201 median genes; **Supplementary Figure 1A**).

White adipocytes contain larger lipid droplets in comparison to brown adipocytes (Kotzbeck et al., 2018; Rosell et al., 2014). Because of this, a different approach is needed to isolate sufficient nuclei and obtain sufficient RNA yield for analysis via snRNAseq. While human and mouse white adipose tissue have been evaluated in many studies (Emont et al., 2022; Van Hauwaert et al., 2021), and protocols benchmarked for different tissues and adipose depots within a species (So et al., 2025), the evaluation of protocol translation across species such as rat and cow, important cardiovascular and metabolic disease models, has not been described to our knowledge. These collective reasons prompted the development and validation of a modified protocol shared here.

In this study, the evaluation of a nuclei isolation protocol for white adipose depots from rats and cows, adapted from the protocol by Whytock et al. (2023), was described. For rat white adipose tissue (WAT), the perivascular adipose tissue (PVAT) surrounding the vessels of the mesentery was compared to retroperitoneal fat, also a WAT. PVAT from the rat thoracic aorta was used as a control for non-lipid-rich samples. For cows, the subcutaneous WAT from the paralumbar region was used. We show that the protocol was able to increase the nuclei yield for subsequent snRNAseq applications but did not lead to the detection of sufficient genes for downstream analysis and discovery for certain adipose depots, such as the mesPVAT.

## 2 Methods

### 2.1 Tissue collection

Male Dahl SS rats (RRID: RGD_1582190), 250–300 g, were purchased from Charles River Laboratories. Animals were fed a normal diet (Teklad) with food and drinking water available *ad libitum*. Rats were housed with a 12:12-h light:dark cycle. Animal procedures complied with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (2011) and were approved by the Michigan State University Institutional Animal Care and Use Committee (PROTO202000009). Rats were given pentobarbital (Fatal-Plus; 80 mg/kg, i.p.) as a deep anesthetic, and a bilateral pneumothorax was created prior to tissue collection. Tissues were dissected and placed in beakers containing physiological salt solution [PSS; in mM: NaCl 130, KCl 4.7, KH_2_PO_4_ 1.18, MgSO_4_*7H_2_O 1.17, NaHCO_3_ 14.8, dextrose 5.5, CaNa_2_EDTA 0.03, and CaCl_2_ 1.6 (pH 7.2)]. The following tissues were dissected: thoracic aorta, subscapular (brown) fat, mesentery, and retroperitoneal fat. Following dissection, tissues were placed in a Silastic-coated dish containing PSS and cleaned of blood. For subscapular (brown) fat, care was taken to remove as much adjacent white fat as possible. Thoracic aorta PVAT was removed from the aorta, and mesenteric PVAT was removed from the resistance artery/vein arcades. Tissues were snap-frozen in liquid nitrogen in 1.5-mL microcentrifuge tubes and stored at −80°C until nuclei isolation was performed. **Tables 1A**-**E** list the key resources.

**Table 1A:** Animals.

Item	Source	Used in “Methods” section
Dahl SS male rats	Charles River Laboratories	2.1, S1
Teklad 22/5 rodent diet	Teklad	2.1, S1
Fatal-Plus	Vortech Pharmaceuticals	2.1, S1
Cows	Michigan State University Dairy Cattle Teaching and Research Center	2.1, S1

**Table 1B:** Reagents.

Reagent	Source	Catalog #	Used in “Methods” section
Liquid nitrogen	Airgas		2.1, 2.2
Sodium chloride (NaCl)	VWR	BDH9286	2.1
Potassium chloride (KCl)	Avantor	3040-05	2.1
Potassium phosphate, monobasic (KH_2_PO_4_)	Sigma-Aldrich	795488	2.1
Magnesium sulfate heptahydrate (MgSO_4_*7H_2_O)	VWR	0662-500G	2.1
Sodium bicarbonate (NaHCO_3_)	Sigma-Aldrich	S6014	2.1
Dextrose	Sigma-Aldrich	D9434	2.1
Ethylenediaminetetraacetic acid (EDTA), disodium salt, dihydrate	J.T. Baker	8993-01	2.1
Calcium chloride (CaCl_2_)	Sigma-Aldrich	C7902	2.1
Dithiothreitol	GoldBio	DTT10	2.2
Sucrose	Sigma	S-7903	2.2
10% Bovine serum albumin (BSA)	Millipore-Sigma	A1595-50mL	2.2, S1
Molecular Grade Nuclease-Free Water	Invitrogen	AM9930	2.2
Triton X-100	Sigma	T8787	2.2
Magnesium chloride	Sigma	M8266	2.2
Trizma base	Sigma	T1503	2.2
Potassium chloride	Avantor	3040-05	2.2
Halt protease inhibitor 100X	Thermo Scientific	87785	2.2
SUPERase·In (20 U/µL)	Invitrogen	AM2696	2.2
RiboLock RNAse Inhibitor	Thermo Scientific	EO0382	2.2, S1
DNase I	Qiagen	79254	2.2
Ice			2.2
Phosphate-buffered saline (PBS) without calcium and magnesium	Millipore-Sigma	D8537-500ML	2.2, S1
ViaStain AOPI stain	Nexcelom	CS2-0106-5mL	2.3, S1
Parse Evercode Nuclei Fixation kit	Parse Biosciences	ECF2003	2.4
Parse Evercode WT Mini kit	Parse Biosciences	ECW02010	2.5
Qubit dsDNA HS (high sensitivity) Assay kit	Invitrogen	Q33230	2.5
Qiagen RNeasy Plus Universal Kit	Qiagen	73404	S1
TapeStation High Sensitivity RNA Screen Tape	Agilent		S1
Minute Nuclei and Cytosol Isolation Kit for Adipose Tissues/Cultured Adipocytes	Invent Biotechnologies	AN-029	S1
10X Genomics 3′ v3.1 Chromium chip	10X Genomics		S1
10X Genomics Next GEM Single Cell 3′ Reagent Kit v 3.1 (Dual Index)	10X Genomics		S1
KAPA Library Quantification Kit	KAPA Biosystems		S1

**Table 1C:** Consumables.

Item	Source	Catalog #	Used in “Methods” section
2-mL LoBind microcentrifuge tubes	Eppendorf	022431048	2.2
Weigh boats	VWR	10770-442	2.2, S1
Mortar and pestle	Varies (ex. Cole Parmer)		2.2
Spatula	Varies (ex. Fisher Scientific)		2.2
Glass Dounce homogenizer	Varies (ex. Corning)		2.2
1.7-mL protein LoBind microcentrifuge tubes	Eppendorf	022431021	2.2
20 µL low binding pipette tips	Rainin	30389226	2.2
200 µL low binding pipette tips	Rainin	30389240	2.2
1,000 µL low binding pipette tips	Rainin	30389213	2.2
100-µm filters	VWR	76327-102	2.2
40-µm filters	VWR	76327-098	2.2
20-µm filters	Pluriselect-usa, Inc.	43-50020	2.2
15-mL conical tubes	Corning	430052	2.2
50-mL conical tubes	Corning	430290	2.2
Gel loading tips	Fisherbrand	02-707-181	2.2
1-mL syringe with 25-gauge needle	Becton Dickinson	309626	2.2
PCR strip tubes	Genessee Scientific	27-125	2.4
SPRIselect beads	Beckman Coulter	19686100	2.4, 2.5
20 µm Pluri-Select cell strainer	Pluriselect-usa, Inc.	43-10020-40	2.5
50-mL reservoirs	Costar	4870	2.5
FLOWMI 40 µm cell strainer	SP Bel-Art	136800040	S1

**Table 1D:** Equipment.

Item	Source	Used in “Methods” section
Balance	Varies (ex. Mettler)	2.1
Vortex	Varies (ex. Scientific Industries)	2.2, 2.5
Plate adapter for vortex	Varies (ex. Scientific Industries)	2.5
Hemacytometer	Varies (ex. Thermo Fisher)	2.3
Cellometer Spectrum	Nexcelom Bioscience	2.3, S1
Microscope for brightfield and fluorescence	Varies (ex. Nikon)	2.3
Mr. Frosty (or comparable freezing container)	Varies (ex. Thermo Fisher)	2.4
Refrigerated centrifuge with swinging bucket rotor	Varies (ex. Beckman Coulter)	2.4, 2.5
SimpliAmp ThermalCycler	Applied Biosystems	2.5
Qubit	Thermo Fisher	2.5
Agilent 4200 TapeStation	Agilent Technologies	2.5
D5000 Screen Tape Assay	Agilent Technologies	2.5
D1000 Screen Tape Assay	Agilent Technologies	2.5
NovaSeq6000	Illumina	2.5
BD FACSAria IIu	Becton Dickinson	S1

**Table 1E:** Analysis tools.

Program	Source	RRID	Used in “Methods” section
Spectrum Cell Analyzer Software V 3.2.0.11	Nexcelom Bioscience		2.3
split-pipe v1.5.1	https://www.parsebiosciences.com		2.6
FastQC v0.11.7	github.com/s-andrews/FastQC	SCR_014583	2.6
scanpy v1.9.1	github.com/scverse/scanpy	SCR_018139	2.6
scDblFinder v1.14.0	github.com/plger/scDblFinder	SCR_022700	2.6
scvi-tools v0.20.0	github.com/scverse/scvi-tools	SCR_026673	2.6
10X Genomics CellRanger v7.1.0	https://www.10xgenomics.com/support/software/cell-ranger/latest		S1

Lactating Holstein dairy cows from the Michigan State University Dairy Cattle Teaching and Research Center were housed in individual tie-stalls bedded with sawdust (cleaned twice daily), were milked three times daily (at 04:00, 12:00, and 20:00 h), and had water available *ad libitum*. All animals received a common lactation diet formulated to meet their energy requirements (National Academies of Sciences, Engineering, and Medicine et al., 2021). All experimental procedures were approved by the Institutional Animal Care and Use Committee (PROTO202100042) at Michigan State University (East Lansing, MI, USA). Subcutaneous WAT samples (~1 g) were collected from the right paralumbar fossa cranial to the tensor fasciae latae muscle, the right flank, following our established protocol (Chirivi et al., 2025). The cows were 15 days in milk in their second lactation and were confirmed to be clinically healthy, showing no evidence of metabolic or infectious disorders at the time of sampling.

### 2.2 Nuclei isolation

#### 2.2.1 Notes before beginning

Obtain reagents, consumables, and equipment as indicated in **Tables 1B**, **1C**, and **1D** for Section 2.2 (“Nuclei Isolation”). Prepare buffer reagents as indicated in the “Reagents” section and store according to recommendations. Freshly prepare homogenization and nuclei resuspension buffers (**Tables 2**, **3**) daily. Do not store for reuse. Keep on ice and protected from light. Obtain liquid nitrogen and frozen tissue samples.

**Table 2:** Homogenization buffer.

Reagent	Volume (µL)	Sample #	Total volume (µL)	Final concentration
1 M MgCl_2_	15			5 mM
1 M Tris Buffer, pH 8.0	30			10 mM
2 M KCl	37.5			25 mM
1.5 M sucrose	500			250 mM
1 mM DTT	3			1 µM
Halt Protease Inhibitor (100X)	30			1×
SUPERase·In (20 U/µL)	30			0.2 U/µL
Nuclease-free water	2354.5			N/A

Total volume, 3,000 µL.

**Table 3:** Nuclei resuspension buffer.

Reagent	Volume (µL)	Sample #	Total volume (µL)	Final concentration
1 M MgCl_2_	10			5 mM
1 M Tris Buffer, pH 8.0	20			10 mM
2 M KCl	25			25 mM
0.5 M EDTA	4			1 mM
RiboLock RNAse Inhibitor	20			0.2 U/µL
DNase I	14.7			40 units
1% BSA nuclease-free water	1906.3			

Total volume, 2,000 µL.

#### 2.2.2 Reagents

- 1 mM dithiothreitol (DTT): Add 1 mg DTT to 2.82 mL nuclease-free water and dissolve. Aliquot 20 µL to 0.5-mL tubes and store at −20°C.
- 1.5 M sucrose: Add 20.54 g sucrose to 40 mL nuclease-free water and dissolve. Aliquot 1 mL to 1.5-mL tubes and store at −20°C.
- 1% bovine serum albumin (BSA) nuclease-free water: Add 5 mL 10% BSA to 45 mL nuclease-free water. Filter through a 0.2-µm syringe filter and store at 4°C.
- 10% Triton X-100: Add 100 µL 100% Triton X-100 to 900 µL nuclease-free water and dissolve. Store at room temperature.
- 1 M magnesium chloride (MgCl_2_): Add 9.5211 g MgCl_2_ to 90 mL nuclease-free water and dissolve. Bring the final volume to 100 mL and store at room temperature.
- 1 M Tris Buffer, pH 8.0: Add 12.114 g Trizma base to 90 mL nuclease-free water and dissolve. Adjust pH to 8.0. Bring the final volume to 100 mL and store at room temperature.
- 2 M potassium chloride (KCl): Add 14.91 g KCl to 80 mL nuclease-free water and dissolve. Bring the final volume to 100 mL and store at room temperature.
- 0.5 M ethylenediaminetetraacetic acid (EDTA): Add 1.46 g EDTA to 8 mL nuclease-free water. Bring the final volume to 10 mL and store at room temperature.

Prepare homogenization buffer (**Table 2**)—Keep on ice and protect from light.

The table identifies the amount needed for one sample. Space is provided in the table for the calculation of specific numbers of samples and volumes.

Prepare nuclei resuspension buffer (**Table 3**)—Keep on ice and protect from light.

The table identifies the amount needed for one sample. Space is provided in the table for the calculation of specific numbers of samples and volumes.

#### 2.2.3 Tissue pulverization and homogenization

This protocol was adapted from a human subcutaneous adipose tissue isolation published by Whytock et al. (2023). One sample at a time was pulverized and homogenized, with a maximum of four samples processed at one time to avoid sample degradation. *Mortar, pestle, and spatula were cooled with liquid nitrogen. *Caution: When handling liquid nitrogen, ensure that appropriate personal protective equipment is used.* Liquid nitrogen was poured into a mortar, and the pestle was placed inside to ensure adequate cooling for both pieces. When liquid nitrogen was fully evaporated from the mortar, another volume was added. While cooling, an appropriate amount of tissue was weighed (**Figure 1A**), and the values were recorded. For rats, approximately 150 mg of tissue was used. For cows, approximately 350 mg of tissue was used. The weighed tissue was added to the mortar when the second volume of liquid nitrogen was added (**Figure 1B**). The tissue was tapped gently with the pestle as the liquid nitrogen evaporated to break into smaller pieces (**Figure 1C**). Following liquid nitrogen evaporation, the tissue was pulverized thoroughly, with care taken to keep all tissue pieces in the mortar (**Figure 1D**). Using a spatula, the frozen mixture was transferred into a glass Dounce homogenizer, 2 mL of homogenization buffer was added (**Figure 1E**), and the sample was homogenized with 10 strokes (**Figure 1F**). The homogenate was transferred equally to two 1.7-mL protein LoBind tubes and placed on ice. Four hundred microliters of homogenization buffer was added to the Dounce homogenizer to retrieve residual homogenate, and the buffer was added to the two sample tubes in equal volumes.* The process indicated in the “Tissue Pulverization and Homogenization” section, from * to *, was repeated until all samples were processed, with homogenates on ice during this time.

**Figure 1:**
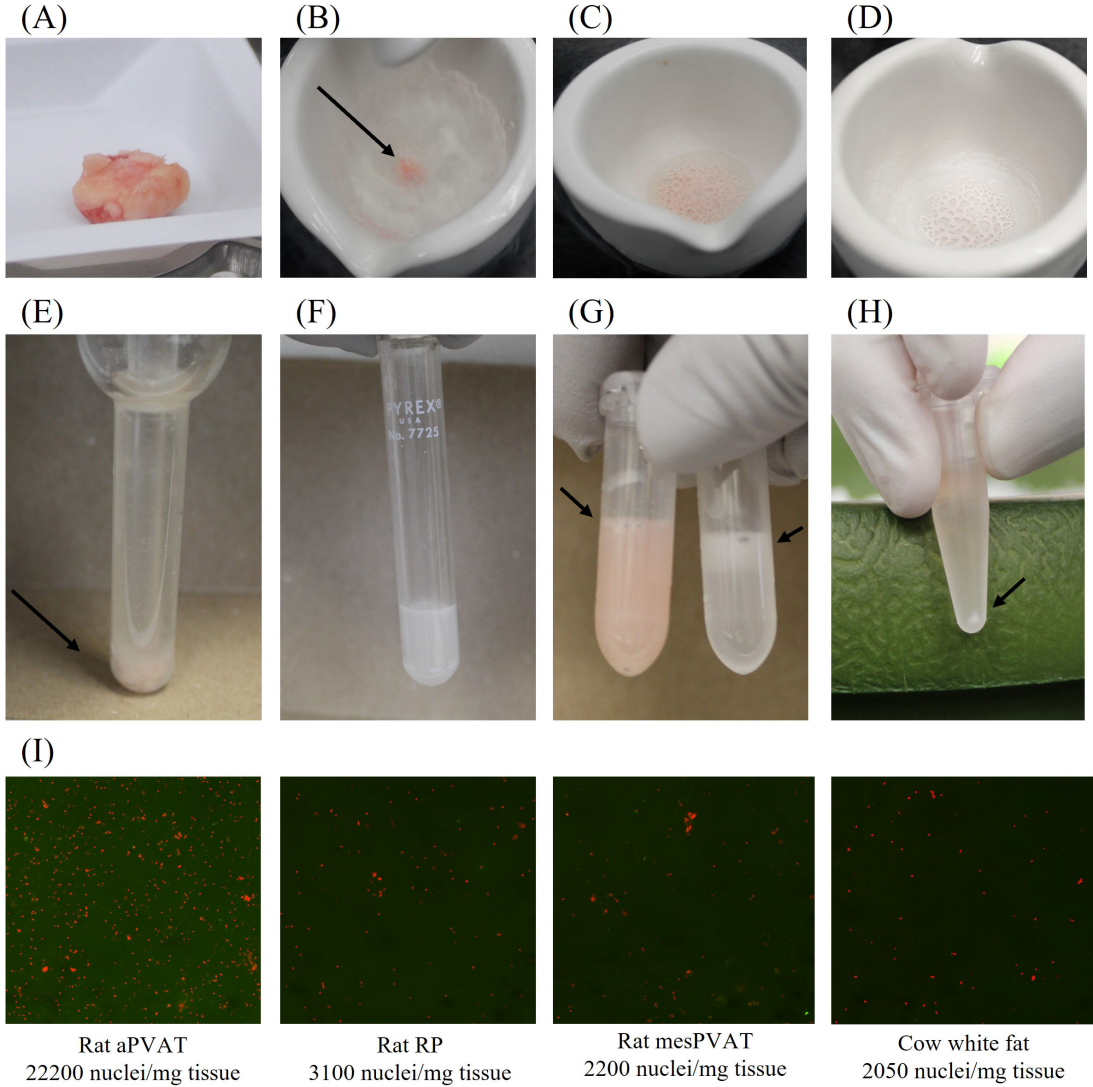
Representative images from nuclei isolation methods. **(A)** Tissue before pulverization, **(B)** tissue in liquid nitrogen, **(C)** pulverized tissue with liquid nitrogen, **(D)** pulverized tissue after liquid nitrogen evaporation, **(E)** sample before Dounce homogenization, **(F)** sample after Dounce homogenization, **(G)** samples in LoBind tubes before centrifugation, **(H)** samples after final centrifugation, and **(I)** AO/PI-stained nuclei from Cellometer. Images are representative of tissue types used for nuclei isolation. AO/PI, acridine orange/propidium iodide.

#### 2.2.4 Nuclei isolation

Triton X-100 (10%, 12 µL) was added to each 1.7-mL sample tube. Tubes were pulse-vortexed for 2 seconds, incubated on ice for 30 minutes, and covered to protect from light, with pulse vortexing every 5 minutes. While samples were incubating, filters were prepared: for the cow samples, 100-, 40-, and 20-µm filters were placed in separate 50-mL conical tubes, and each filter was pre-wetted with 100 µL of phosphate-buffered saline (PBS). For each rat sample, 100- and 40-µm filters were placed in separate 50-mL conical tubes, and each filter was pre-wetted with 100 µL of PBS. The 20-µm filter was omitted from rat samples to prevent excess sample loss. When incubation was complete, samples were filtered: the homogenate was pipetted through a 100-µm filter into the 50-mL conical tube. Homogenization buffer (400 µL) was added to the 1.7-mL tubes as a wash. The wash was collected and pipetted through the 100-µm filter. Homogenate from the 50-mL conical tube was pipetted through the 40-µm filter and then through the 20-µm filter (for cows) into its 50-mL conical tubes, and the homogenate was aliquoted equally to two 1.7-mL LoBind tubes (~1.1 mL per tube). Rat taPVAT homogenates were centrifuged at 500 × *g* for 10 minutes, while bovine and rat WAT samples were centrifuged at 2,700 × *g* for 10 minutes at 4°C. Following centrifugation, the lipid layer (**Figure 1G**) was removed using a gel loading tip. The remaining supernatant was pipetted off and discarded, leaving ~50 µL, and the tubes were placed on ice. Homogenates were combined into one tube for each sample: the pellet in the first tube was resuspended in its 50-µL volume by pipetting up and down 30 times and then transferred to a new 1.7-mL protein LoBind tube (Tube 1). The pellet in the second tube was resuspended in its 50-µL volume by pipetting up and down 30 times and transferred to Tube 1, resulting in pooled homogenates for each sample. One hundred microliters of homogenization buffer was added to the pooled homogenate in Tube 1, mixed by pipetting five times, and then centrifuged at 500 × *g* (rat taPVAT) or 2,700 × *g* (bovine WAT and rat WAT) for 10 minutes at 4°C. Note: There should be visible pellets and no lipid at the top. Supernatants were removed and discarded, leaving ~50 µL on top of each pellet. Pellets were resuspended by pipetting up and down 30 times in the ~50-µL volume.

To each sample, 950 µL nuclei resuspension buffer was added and mixed by pipetting up and down 10 times. Samples were centrifuged at 500 × *g* (rat taPVAT) or 2,700 × *g* (bovine WAT and rat WAT) for 10 minutes at 4°C (**Figure 1H**). Centrifugation speed and duration were determined using test samples by examining the number of nuclei present in the pellet compared to the supernatant, clumps remaining, and nuclei integrity. Supernatants were removed, leaving ~50 µL on top of each pellet. Pellets were resuspended in the 50-µL volume by pipetting up and down 30 times. Nuclei resuspension buffer (450 µL) was added to each sample and mixed by pipetting up and down 10 times. To reduce clumping, the nuclei solution was pulled up and down 10 times using a 25G needle with a 1-mL syringe, carefully avoiding the introduction of bubbles. Samples were placed on ice while staining for nuclei count/integrity.

### 2.3 Nuclei counting

Notes: When counting nuclei, move quickly and ensure that samples remain on ice to prevent degradation. In general, ≤30 minutes on ice can reduce clumping or lysing of nuclei. If using a hemacytometer and microscope, take representative pictures at low and high magnification of nuclei, as well as on brightfield, for archiving. If using an automated cell counter, such as a Cellometer Spectrum (Nexcelom Bioscience, Spectrum Cell Analyzer Software V 3.2.0.11), ensure that images are taken on both the fluorescent and brightfield channels. These images (from the microscope of an automated cell counter) can also be helpful to assess nuclei quality or estimate clumping or low counts following the fixation step, as well as assess debris contamination. While the hemacytometer/microscope method is recommended for nuclei counting for higher accuracy, automated cell counting is acceptable. For this step, we used an automated cell counter due to the lack of an available microscope.

For each nuclei isolation sample, acridine orange/propidium iodide (AO/PI) stain was added 1:1 in a new 0.5-mL microcentrifuge tube and then pipetted up and down 10 times to mix. (Optional: 4′,6-diamidino-2-phenylindole (DAPI) can be used in place of AO/PI; however, it did not stain white fat nuclei as well as AO/PI during our experiments.) Each sample was counted using a Nexcelom Cellometer (**Figure 1I**). Following counting, samples were immediately processed as indicated in the “Nuclei Fixation” section.

A step-by-step version of this protocol is also available on protocols.io (DOI: dx.doi.org/10.17504/protocols.io.kxygx42kwl8j/v1).

### 2.4 Nuclei fixation

Notes: The Parse Evercode Nuclei Fixation kit (Parse Biosciences, Seattle, WA, USA) was used for fixation of isolated nuclei, a process that fixes and permeabilizes nuclei for use, with the Evercode WT Mini kit Protein LoBind tubes used in place of blocking tubes with BSA.

Approximately 100,000 freshly isolated and counted nuclei samples were immediately processed using the Parse Evercode Nuclei Fixation kit following the manufacturer’s instructions. After fixation, all samples were counted using a Nexcelom Cellometer with the process identified in the “Nuclei Counting” section, and values were recorded. A 10 µL aliquot of each sample was placed in a separate 0.5-mL microcentrifuge tube for counting post-freezing, and all samples were placed in a Mr. Frosty freezing container at −80°C following the manufacturer’s recommendation until processed as indicated in the “Barcoding and Sequencing” section.

### 2.5 Barcoding and sequencing

Notes: The Parse Evercode WT Mini kit was used for barcoding and sequencing library preparation.

The counting samples indicated in the “Nuclei Fixation” section were thawed and counted using a hemacytometer and microscope (Grigoryev, 2025), and values were recorded; then, the appropriate volume of each nuclei suspension to be added to the barcoding plate was determined using the Parse Biosciences Evercode WT Mini Sample Loading Table V2. Barcoding was completed using the Parse Evercode WT Mini kit following the manufacturer’s directions as outlined in the Parse Evercode WT Mini v3 User Manual v1.5. The resulting libraries were submitted to Novogene for 150-bp paired-end sequencing at a target depth of 50,000 reads/nuclei.

### 2.6 Computational analysis

The quality of the raw sequencing files was first checked using FastQC. Reads were then split by species using the fastq_sep_groups_v0.5.py script from Parse (v0.5, Parse Biosciences, Seattle, WA, USA). Rat and cattle reads were aligned to their respective reference genomes (GRCr8, ARS-UCD1.3) using the Parse Biosciences split-pipe pipeline (v1.5.1, Parse Biosciences, Seattle, WA, USA). Alignment quality was assessed, and the resulting filtered features, genes, and matrix files (DGE_filtered) were further processed and analyzed using Python. First, the aligned reads were preprocessed using scDblFinder (Germain et al., 2021) to identify doublets. Then, individual samples were further preprocessed using the scanpy Python package (Wolf et al., 2018). Quality control cut-offs were similar to those recommended in the “Single Cell Best Practices” manual (Heumos et al., 2023). Genes found in three or fewer cells were removed, as were cells with fewer than 100 measured transcripts. Nuclei that had greater than 15,000 reads or 4,500 measured genes were also discarded. A mitochondrial read percentage cut-off of 3% was used since single-nucleus RNAseq is expected to capture far fewer mitochondrial reads than single-cell RNAseq. After individual preprocessing, the anndata objects for each sample were combined, and additional preprocessing was performed. Nuclei that were outside of five median absolute deviations from the medians of the number of detected genes (log1p_n_genes_by_counts) and number of detected RNA molecules (log1p_total_counts) were labeled outliers and discarded. The high-dimensional data were then visualized using principal component analysis (PCA) and Uniform Manifold Approximation and Projection (UMAP). Batch integration was performed using scvi-tools (Gayoso et al., 2022) to remove technical noise from the reduced-dimension plots. Clustering was performed using the Leiden algorithm. Previously published marker genes and cluster-specific genes identified via differential expression analysis were used to manually annotate each cluster.

## 3 Results

### 3.1 Homogenization and centrifugation speed modifications result in increased nuclei yield from rat and bovine white adipose tissue

In previous attempts to isolate nuclei from cow and rat white adipose tissues following a previously published protocol (**Supplementary File S1**; Truong et al., 2020), fewer than 200 nuclei/mg of tissue were recovered. This yield was insufficient for subsequent snRNAseq applications, particularly for depots with limited tissue mass (e.g., mesPVAT), necessitating the modifications identified here.

Rat and cow adipose tissue samples (representative image shown in **Figure 1A**) were pulverized in liquid nitrogen, followed by homogenization in a Dounce homogenizer containing a Tris/sucrose-based buffer. Removal of the lipid layer at the top of all fat homogenates was completed using gel loading tips, as their finer points enabled a more thorough evacuation. Centrifugation speeds for the rat taPVAT were 500 × *g*, while cow WAT and rat WATs required 2,700 × *g*. The pellet in **Figure 1H** is representative of all samples.

**Figure 1I** depicts isolated nuclei from rat taPVAT as adipose tissue reference producing sufficient nuclei concentrations, followed by rat RP fat, rat mesPVAT, and cow WAT. Nuclei were stained with AO/PI and imaged on a Nexcelom Cellometer. Counts were obtained and normalized to the amount of input tissue. All white fats showed an increase in nuclei isolated versus previous attempts, ranging from 2,050 nuclei/mg tissue in cow white fat to 3,100 nuclei/mg tissue in rat RP fat (**Figure 1I**).

With the number of nuclei in the required range for snRNAseq, the Parse Evercode Fixation kit was used to preserve them for snRNAseq analysis. Fixed nuclei were imaged (**Figure 2A**, left column), frozen at –80°C for 2 weeks, and then thawed and re-imaged (**Figure 2A**, right column). Retention of samples ranged from 26% in cow WAT to 90% in rat RP fat (**Figure 2B**).

**Figure 2:**
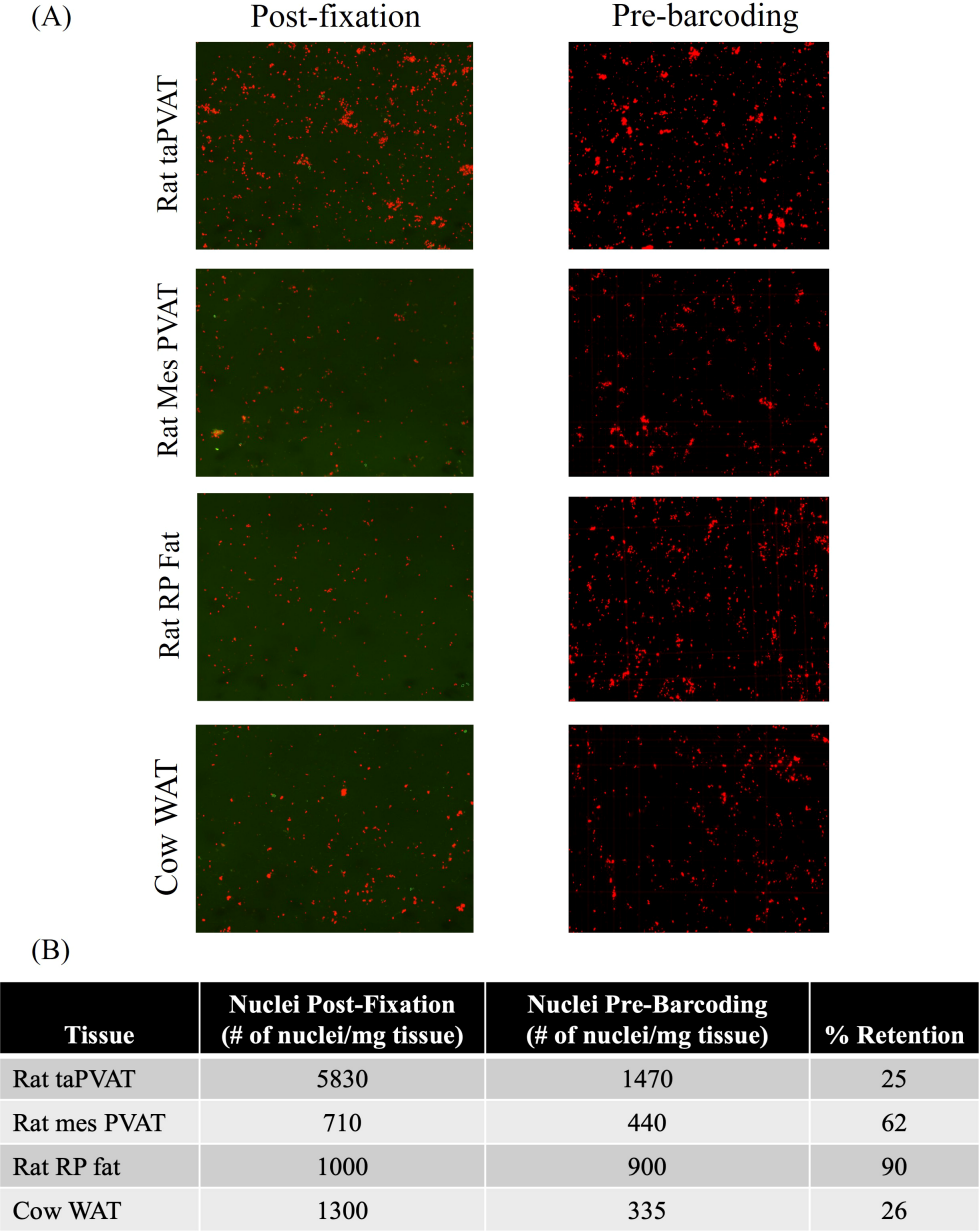
**(A)** Images of nuclei post-fixation (left column) and pre-barcoding (right column). Post-fixation images were captured using a Cellometer; pre-barcoding images were captured using a microscope. **(B)** Table identifies the number of nuclei per milligram of tissue at each step, followed by % retention.

Two sublibraries were created from brown and white fat samples using the Parse Evercode WT Mini kit. Analysis using TapeStation D5000 (**Figure 3A**) identified similar peaks between 200 and 3,000 bp, indicating size distribution reproducibility between the final library samples. Two additional peaks were observed. The first, in the 25-bp range, was an artifact, as detection of the D5000 was from 100 to 5,000 bp. The second peak, at approximately 100 bp, indicated potential adapter dimerization, which was addressed in future steps. Following additional cleanup steps and a final round of barcoding, two sequencing libraries were created and analyzed using TapeStation D1000 (**Figure 3B**). Indeed, the adapter dimers were nearly eliminated in each library.

**Figure 3:**
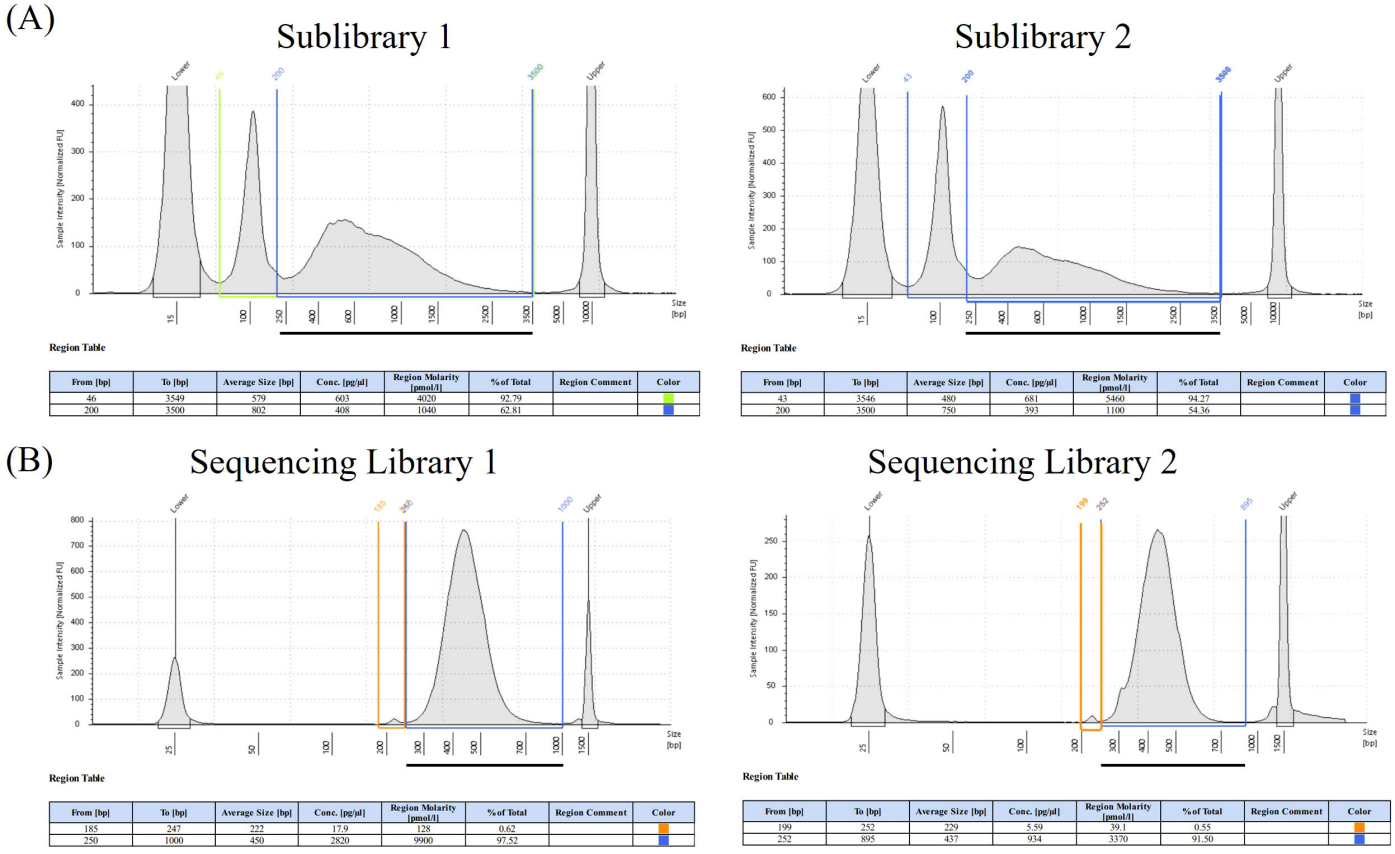
**(A)** Representative trace of sublibrary cDNA size distribution following first and second barcoding steps with the Parse workflow from sublibrary 1 and sublibrary 2, indicating reproducibility between samples. Analysis performed on an Agilent TapeStation system. Black line indicates region of interest. **(B)** Representative tracing of workflow from sequencing library 1 and sequencing library 2, indicating reproducibility between samples. Analysis performed on an Agilent TapeStation system. Black line indicates region of interest.

### 3.2 Low RNA content remains a challenge for rat WATs

The quality control of sequencing reads was performed using FastQC, followed by the Parse Biosciences split-pipe pipeline (v1.5.1, Parse Biosciences, Seattle, WA, USA). 

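Nuclei of rat mesPVAT, RP fat, taPVAT and subscapular BAT and of cow subcutaneous WAT were barcoded with the Parse kit, which labels RNA inside fixed nuclei over successive rounds of pooling and splitting. Each tissue had 1 library and no replicate. The authors separated the reads by species, aligned and counted them with split-pipe, and deposited the number of UMIs (transcripts) of each gene in each barcode called as a cell, without normalization. Each library was split over 2 sublibraries, which the deposited counts join. The white rat depots are named by their deposited labels. In total, the library labelled mesPVAT held 1656726 UMIs and the library labelled RP fat 845316 UMIs. The other libraries held 5100216 UMIs in taPVAT, 6317970 UMIs in BAT and 16827260 UMIs in cow WAT. The mean number of reads assigned to a called nucleus was 1728 in the library labelled mesPVAT, 878 in the library labelled RP fat, 6676 in taPVAT, 8422 in BAT and 27019 in cow WAT. The paper's target of 50000 reads per nucleus was set for sequencing, before reads were assigned, so it is not the same measure. All values rest on the deposited counts. Each UMI was read a mean of 3.16 times in the library labelled mesPVAT, 2.91 times in the library labelled RP fat, 3.54 times in taPVAT, 3.598 times in BAT and 3.69 times in cow WAT. Leaving out nuclei with fewer than 500 UMIs moved these means most in the library labelled mesPVAT, to 3.18 reads. Barcodes that were not called as cells were not analysed here. With 1 library per condition, differences between conditions were not tested, and 95% intervals, which are exact Poisson for counts, exact binomial for shares and from order statistics for medians, cover counting error only. Values per nucleus include every called barcode unless a filter is named. The doublet caller Scrublet, used because scDblFinder was not available, marked at most 5 of the deposited nuclei of any library, so doublets remain in all values.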

The generated knee plots show a distinct inflection point in both rat taPVAT and bovine WAT. 

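Deposited barcodes end at the cell call, so the rank curve was measured only above it, as the slope of log10 UMIs on log10 rank over the 50% of called nuclei with the fewest UMIs. The slope was −1.88 (95% interval from 1000 bootstrap draws of nuclei, −1.96 to −1.81) in taPVAT and −1.51 (−1.60 to −1.43) in cow WAT. Over the lowest 90% of ranks, the alternative that moved the taPVAT value most, the slopes were −1.11 in taPVAT and −1.14 in cow WAT, which reversed their order.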

No clear inflection points were observed for the rat mesPVAT or RP fat, indicative of difficulties in resolving true nuclei from background/ambient RNA (**Figure 4**).

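Over the same range of ranks, the slope was −1.14 (−1.19 to −1.09) in the library labelled mesPVAT and −1.31 (−1.36 to −1.25) in the library labelled RP fat. Both were flatter than in taPVAT and cow WAT by more than the bootstrap intervals. Over the lowest 25% of ranks, the slopes were −1.37 in the library labelled mesPVAT and −1.36 in the library labelled RP fat, which reversed the order of the pair. The called nucleus with the fewest transcripts held 152 UMIs in the library labelled mesPVAT, 91 UMIs in the library labelled RP fat, 331 UMIs in taPVAT and 1191 UMIs in cow WAT. Nuclei with fewer than 500 UMIs made up 67.8% of the library labelled mesPVAT, 86.5% of the library labelled RP fat and 14.3% of taPVAT.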

**Figure 4:**
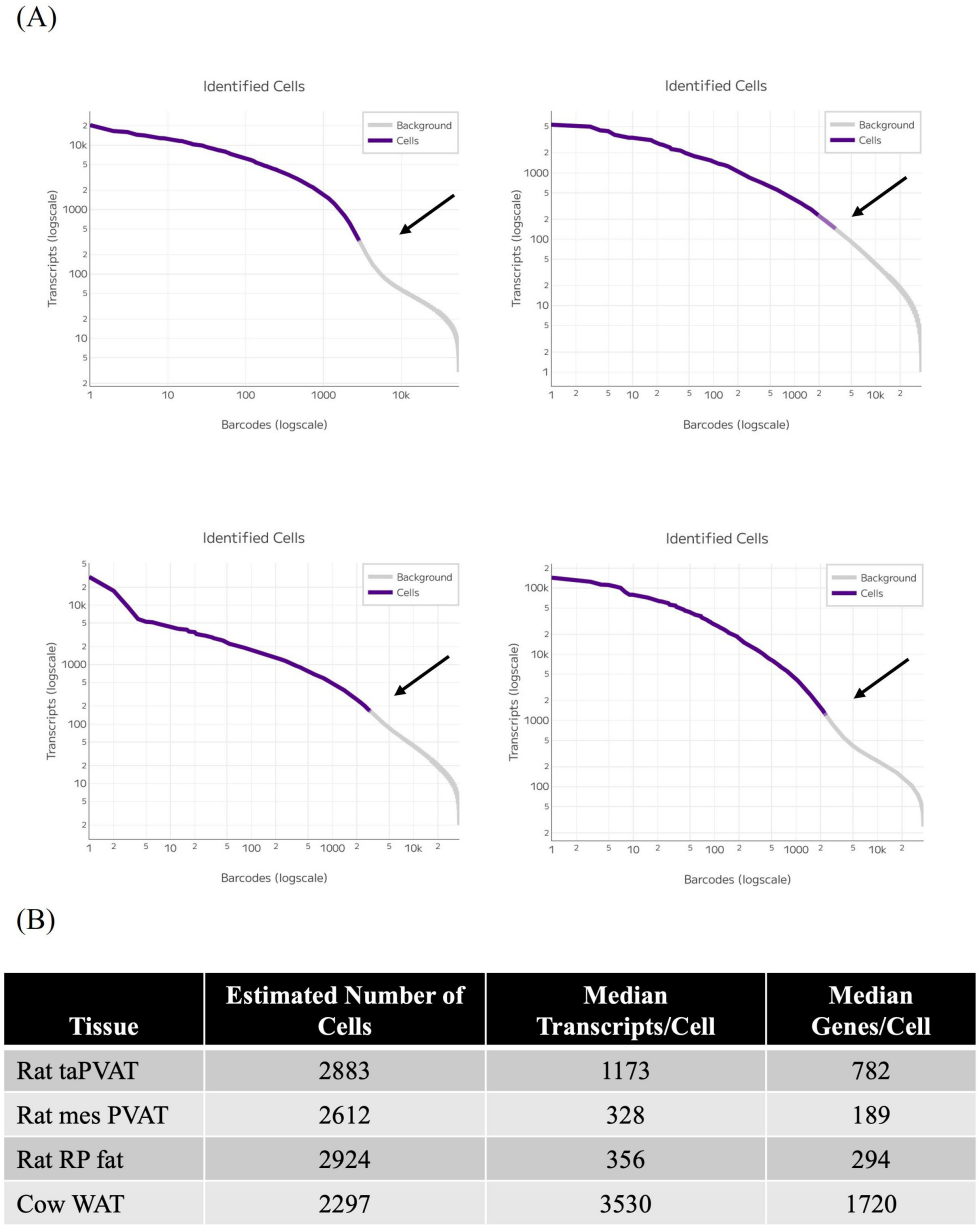
**(A)** Knee plot of taPVAT, as control, identifying distinct inflection point between real cells and background noise, such as ambient RNA, compared to RP fat, mesPVAT, and cow fat. Arrows indicate inflection point in taPVAT and no clear inflection point in RP fat or mesPVAT, but a moderate one in cow WAT. **(B)** Estimated number of cells, median transcripts/cell, and median genes/cell for all samples in panel **(A)** PVAT, perivascular adipose tissue; taPVAT, thoracic aortic PVAT; RP, retroperitoneal mesPVAT, mesenteric PVAT; WAT, white adipose tissue.

The estimated number of captured cells for each sample is reported (**Figure 4**), ranging from 2,297 in bovine WAT to 2,924 in RP fat for a targeted capture rate of 4,000 cells/sample. 

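The deposited files hold 3028 called nuclei in the library labelled mesPVAT (exact Poisson interval, 2921 to 3138), 2805 (2702 to 2911) in the library labelled RP fat, 2708 (2607 to 2812) in taPVAT, 2699 (2598 to 2803) in BAT and 2297 (2204 to 2393) in cow WAT. The study's filters on transcripts, genes, mitochondrial share and median absolute deviations left 3010, 2602, 2637, 2627 and 2008 nuclei, in the same order. A minimum of 500 UMIs moved these numbers most, to 976 nuclei in the library labelled mesPVAT and 380 nuclei in the library labelled RP fat.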

The median number of transcripts per cell, defined as the median count of all Unique Molecular Identifiers (UMIs) or reads, represents the amount of RNA detected. This includes multiple transcripts of the same gene. Cow WAT contained the most, at 3,530 median genes, while taPVAT contained 1,173 median genes. In contrast, rat mesPVAT contained only 328 median genes, while RP had 356 median genes, likely reflecting the difficulty in resolving true nuclei. 

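Transcripts per nucleus were counted as the sum of UMIs over all genes of the deposited matrix. The median was 3530 UMIs (order-statistic interval, 3360 to 3746) in cow WAT and 1246 UMIs (1191 to 1296) in taPVAT. The study's filters, which moved the cow value most, gave a median of 3031 UMIs. A single gene took 11.1% of all UMIs in cow WAT (ENSBTAG00000066082) and 11.9% in taPVAT (ENSRNOG00000087169).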

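The median was 346 UMIs per nucleus (334 to 359) in the library labelled mesPVAT and 213 UMIs (206 to 221) in the library labelled RP fat, and the intervals did not overlap. In the library labelled RP fat, sublibrary 1 held 1930 nuclei with a median of 163 UMIs and a minimum of 91 UMIs, and sublibrary 2 held 875 nuclei with a median of 326 UMIs and a minimum of 179 UMIs. The gene ENSRNOG00000087169 took 5.33% of the UMIs of the library labelled mesPVAT and 1.59% of those of the library labelled RP fat.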

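In the library labelled mesPVAT, the nucleus with the most transcripts held 41374 UMIs, followed by nuclei with 33495, 19637 and 8863 UMIs. The corresponding nuclei of the library labelled RP fat held 5611, 3744, 2948 and 2694 UMIs. The highest number of transcripts in a nucleus was 21863 UMIs in taPVAT, 31787 UMIs in BAT and 162490 UMIs in cow WAT. The study's filters, with the filter on median absolute deviations run within each library, moved the highest numbers most. They left a maximum of 3370 UMIs in the library labelled mesPVAT, 2048 UMIs in the library labelled RP fat, 12666 UMIs in taPVAT, 13302 UMIs in BAT and 14936 UMIs in cow WAT. The study's fixed limits on UMIs, genes and mitochondrial share alone, a setting added after the data had been seen, left a maximum of 4998 UMIs in the library labelled mesPVAT and did not change that of the library labelled RP fat, while the maxima of taPVAT, BAT and cow WAT were those of all filters.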

The number of total UMI (transcripts) associated with a single nucleus was as high as ~5,000 in mesPVAT and ~30,000 in RP fat, showing that there are likely true nuclei represented in these WATs, as other depots, such as the taPVAT and BAT, were ~2,000 (Thompson et al., 2024). However, the small range of total UMI made it harder to separate them from the background. Additionally, the median genes per cell, a median count of unique genes per cell, is reported. 

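The middle 50% of nuclei held between 230 and 599 UMIs in the library labelled mesPVAT and between 133 and 353 UMIs in the library labelled RP fat. The same range was 674 to 2348 UMIs in taPVAT and 2024 to 7246 UMIs in cow WAT.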

Again, cow WAT contained the most, with 1,720, followed by taPVAT at 782. 

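Counting genes with at least 1 UMI, the median was 1720 genes per nucleus (1636 to 1802) in cow WAT and 844.5 genes (815 to 887) in taPVAT. The study's filters moved the cow value most, to 1526 genes.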

RP fat contained 294, while mesPVAT contained the least, with 189 (**Figure 4**).

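The median was 304 genes per nucleus (293 to 313) in the library labelled mesPVAT and 197 genes (191 to 206) in the library labelled RP fat. In the sublibraries of the library labelled RP fat, the medians were 152 genes in sublibrary 1 and 301 genes in sublibrary 2. Genes per nucleus rise with UMIs, so nuclei were also compared after random thinning to 200 UMIs each. This left out 476 nuclei (15.7%) of the library labelled mesPVAT and 1302 nuclei (46.4%) of the library labelled RP fat, and none of the other Parse libraries. At this depth, the median was 183 genes (183 to 183) in the library labelled mesPVAT, 189 genes (188 to 189) in the library labelled RP fat, 170 genes (169 to 171) in taPVAT, 166 genes (165 to 166) in BAT and 162 genes (161 to 163) in cow WAT. The order of the tissues was thus the reverse of that before thinning. Thinning to 300 UMIs moved these values most, to 268, 279, 248, 241 and 235 genes in the same order of tissues, and kept their ranking. The share of UMIs taken by a single gene bears on this ranking. ENSRNOG00000087169 took 11.9% in taPVAT, 12.2% in BAT, 5.33% in the library labelled mesPVAT and 1.59% in the library labelled RP fat. In cow WAT, ENSBTAG00000066082 took 11.1%. Such UMIs add at most 1 gene to a nucleus, so the ranking need not reflect more varied RNA in the white rat depots.

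**Figure D1:**
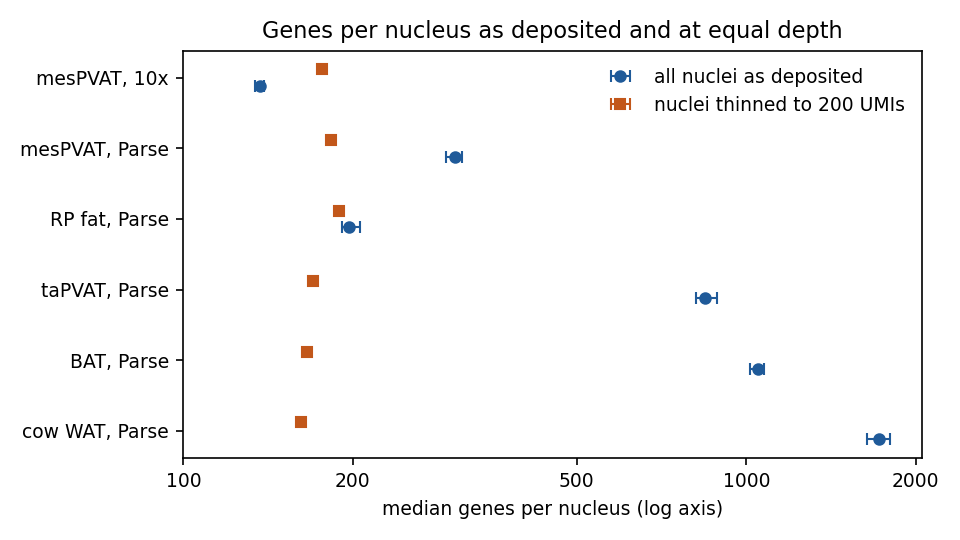
Median number of genes per nucleus (log axis) in each library, for all deposited nuclei (circles) and for nuclei thinned to 200 UMIs (squares), with 95% order-statistic intervals. Before thinning, the Parse libraries span 197 to 1720 genes, and after thinning they span 162 to 189 genes; the mesPVAT library of Supplementary Figure 1 is drawn beside them.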

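Nuclei that passed the study's filters were clustered within each library (Leiden, resolution 1.0), since scVI integration was not available. Clusters were named from fixed lists of 74 markers in 7 classes, and a class needed at least 3 markers raised 2-fold or more over the median of the other clusters. The rule was settled in 3 versions after the clusters had been seen. Scrublet marked 2 nuclei in the library labelled mesPVAT, 6 in the library labelled RP fat, 4 in taPVAT, 5 in BAT and 0 in cow WAT, and these were left out. Since this is under 0.5% of nuclei, the caller did not work and doublets remain. Adipocyte-like clusters held 23.1% of 3008 nuclei (exact binomial interval, 21.6 to 24.7) in the library labelled mesPVAT, 11.6% of 2596 nuclei (10.4 to 12.9) in the library labelled RP fat, 33.6% of 2633 nuclei (31.8 to 35.5) in taPVAT and 52.9% of 2622 nuclei (50.9 to 54.8) in BAT. An earlier version of the rule, which set markers against all other nuclei pooled, moved the taPVAT share most and named no adipocyte cluster in taPVAT or BAT. The smaller adipocyte-like cluster of the library labelled mesPVAT, with 132 nuclei, was led by Gk, Cpt1b, Ucp1 and Cidea, of which Gk and Cpt1b were picked after their values were seen. Endothelial-like clusters held 18.2% of nuclei in the library labelled mesPVAT, 7.55% in the library labelled RP fat, 21.4% in taPVAT and 25.9% in cow WAT. Ucp1 was among the leading genes of the endothelial-like cluster of the library labelled RP fat. ASPC-like clusters held 12.0%, 8.24%, 10.1% and 18.4% of nuclei, in the same order. Immune-like clusters held 12.5% of nuclei in taPVAT, and no cluster of the library labelled mesPVAT or the library labelled RP fat passed the rule for this class. With each nucleus named alone from its own marker UMIs, immune-like nuclei were 5.19% in the library labelled mesPVAT, 3.78% in the library labelled RP fat and 8.85% in taPVAT. Levels of the adipocyte marker Plin1 were 1287 CPM (UMIs of the gene scaled to a common total of UMIs per library; 1233 to 1343) in the library labelled mesPVAT, 478 (432 to 527) in the library labelled RP fat, 2435 (2393 to 2478) in taPVAT and 164 (158 to 170) in cow WAT. The immune marker Ptprc had 129 CPM (112 to 147) in the library labelled mesPVAT, 94.6 (75.04 to 118) in the library labelled RP fat, 151 (140.5 to 162) in taPVAT and 144 (139 to 150.3) in cow WAT. The endothelial marker Ptprb had 333, 215, 227 and 203 CPM, and the ASPC marker Pdgfra had 62.2, 109, 56.9 and 134 CPM, both in this order of tissues.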

Manual annotation of the generated UMAPs and Leiden clusters reveals the presence of adipocytes in all samples, as well as endothelial cells, adipocyte stem and progenitor cells (ASPCs), and immune cells (**Figure 5**). 

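Clusters that the naming rule left unnamed held 35.4% of nuclei (33.7 to 37.1) in the library labelled mesPVAT and 67.4% (65.5 to 69.2) in the library labelled RP fat. The unnamed share was 15.6% (14.2 to 17.1) in taPVAT and 9.15% (8.08 to 10.3) in BAT. It was 9.61% (8.36 to 10.99) in cow WAT, counting as named an immune-like cluster that was led by other genes. The share depended on the clustering. At Leiden resolution 0.5 it was 1.63% in the library labelled mesPVAT, the largest move there, and 85.2% in the library labelled RP fat. At resolution 2.0 it was 58.8% in the library labelled mesPVAT, 85.4% in the library labelled RP fat, 30.1% in taPVAT and 55.5% in BAT. Clusters with 9.14% and 10.2% of the nuclei of the library labelled mesPVAT had 2 immune markers raised, below the minimum of 3. In taPVAT, a cluster with 12.5% of nuclei had 2 adipocyte markers raised. The minimum share of a class's markers, settled after the clusters were seen, kept 7.36% of BAT nuclei out of the endothelial class and 8.96% of cow nuclei out of the adipocyte class, and no cluster of the other Parse libraries out of any class. The rule on leading genes kept 1.90% of taPVAT nuclei and 0.647% of cow nuclei out of the endothelial class and 1.79% of BAT nuclei out of the pericyte class.

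**Figure D2:**
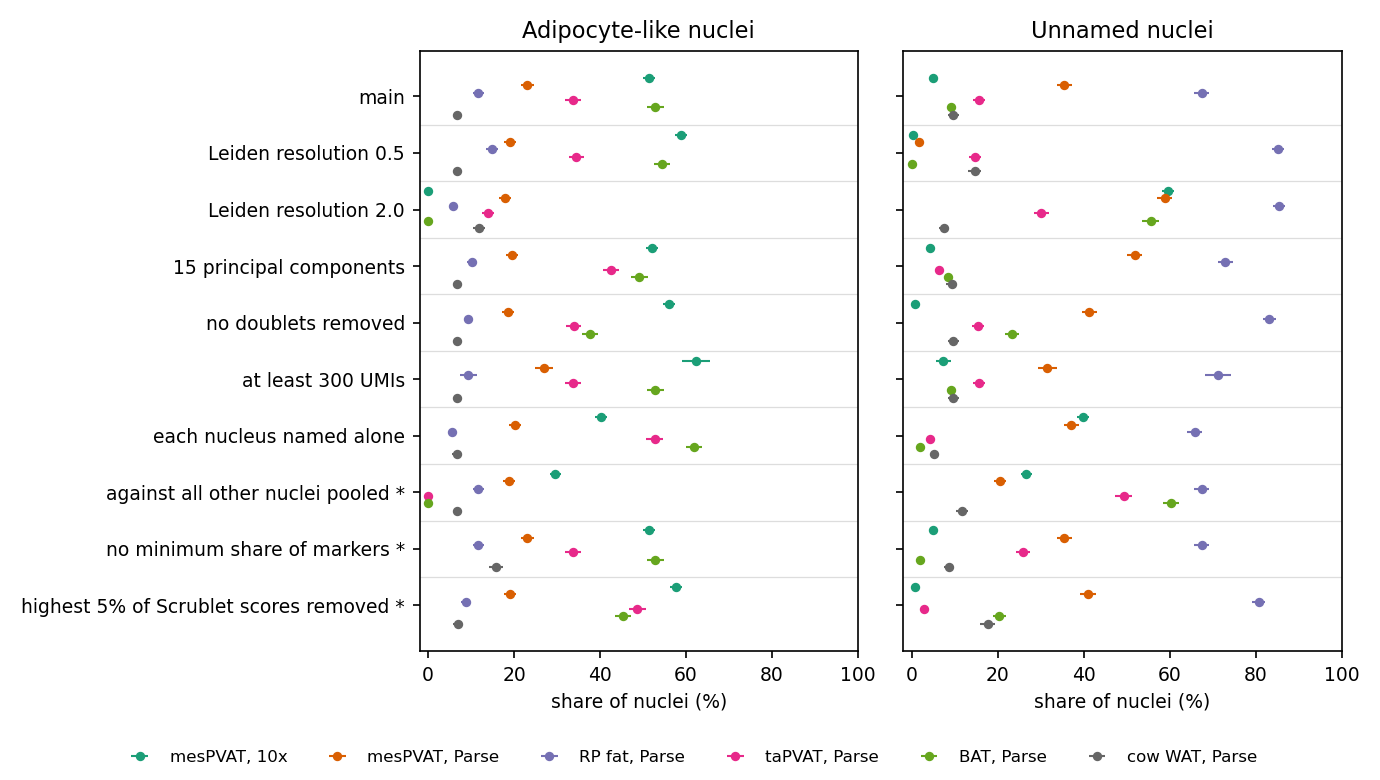
Share of nuclei (%) in adipocyte-like clusters (left) and in unnamed clusters (right) for each library under the main settings and each alternative, with exact binomial 95% intervals; alternatives marked with an asterisk were added after the data had been seen. The unnamed share of the library labelled mesPVAT spans 1.63% to 58.8%, and that of the library labelled RP fat spans 65.8% to 85.4%.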

A large number of nuclei were annotated as unknown in both rat mesPVAT and RP fat. **Figure 6A** shows this distribution, with the marker genes used to identify cell types shown in **Figure 6B**; **Supplementary 2**. Although the proportion of adipocytes in cow samples was small (~5%) compared to previous reports (Michelotti et al., 2022; Chi et al., 2024), adipocytes were the largest population found in all other adipose depots, suggesting that the sample may have had a smaller number rather than a technical artifact. 

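The cow adipocyte-like cluster held 6.72% (5.67 to 7.91) of the 2008 nuclei that passed the study's filters. The version of the naming rule without a minimum share of markers, added after the data had been seen, moved this share most, to 15.7%, by also naming a cluster of 180 nuclei in which Plin1, Plin4 and Dgat2 were raised. With each nucleus named alone, adipocyte-like nuclei were 25.0% (20.0 to 30.5) of the 276 cow nuclei above 15000 UMIs or 4500 genes, which the filters discard, and 6.63% (5.58 to 7.80) of the 2021 nuclei below these limits. In taPVAT, BAT, the library labelled mesPVAT and the library labelled RP fat, the adipocyte-like class was the largest named class, and in both white rat libraries the unnamed share was larger. This order changed under some alternatives. At Leiden resolution 2.0, endothelial-like nuclei were 20.9% and adipocyte-like nuclei 13.9% of taPVAT, and BAT had no adipocyte-like cluster. At resolution 0.5, endothelial-like nuclei were 64.3% and adipocyte-like nuclei 19.1% of the library labelled mesPVAT. With each nucleus named alone, endothelial-like and adipocyte-like nuclei were 20.8% and 20.1% of the library labelled mesPVAT and 14.3% and 5.55% of the library labelled RP fat. With a minimum of 300 UMIs, pericyte-like nuclei were 10.5% and adipocyte-like nuclei 9.19% of the library labelled RP fat. Among settings added after the data had been seen, removal of the highest 5% of Scrublet scores put endothelial-like nuclei first in the library labelled mesPVAT (19.8%) and ASPC-like nuclei first in the library labelled RP fat (10.6%), and markers set against all other nuclei pooled put immune-like nuclei first in the library labelled mesPVAT (19.3%) and endothelial-like nuclei first in taPVAT and BAT.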

The unknown cell clusters expressed clearly distinct markers, but none that could be used to confidently map to a known cell type. This is likely a consequence of the low median number of genes per nucleus in the rat WAT samples and not the identification of a novel cell population.

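The Unknown class has 5 genes per rat depot in Supplementary Figure 2. Summed over the 5 genes listed for mesPVAT, unnamed nuclei of the library labelled mesPVAT had 198.7 CPM (157 to 249; 76 UMIs) and named nuclei 124 (104 to 146; 138 UMIs). For RP fat, unnamed nuclei had 124 CPM (95.5 to 159; 63 UMIs) and named nuclei 110.4 (75.5 to 156; 32 UMIs), a difference within counting error. For taPVAT, unnamed nuclei had 54.0 CPM (38.4 to 73.8; 39 UMIs) and named nuclei 19.6 (15.6 to 24.4; 81 UMIs). Among these genes, Csf1r, which is also on the immune list used for naming, had 81.1 CPM (55.1 to 115) in unnamed nuclei and 25.1 (16.7 to 36.3) in named nuclei of the library labelled mesPVAT. Without Csf1r, a sum computed after its values were seen, the other 4 genes had 118 CPM (85.8 to 157; 45 UMIs) in unnamed and 98.7 (81.1 to 119; 110 UMIs) in named nuclei there, a difference within counting error.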

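Unnamed nuclei of the library labelled mesPVAT had a median of 270.0 UMIs (261 to 280), against 405 UMIs (391 to 422) in named nuclei. For the library labelled RP fat, the medians were 215 UMIs (207 to 224) in unnamed and 257 UMIs (237 to 270.0) in named nuclei. In taPVAT, they were 1229 UMIs (994 to 1397) and 1274 UMIs (1212 to 1322), and in cow WAT 2030.0 UMIs (1809 to 2179) and 3225 UMIs (3088 to 3456). In BAT, unnamed nuclei had more transcripts than named nuclei, with medians of 2434 UMIs (2035 to 2856) and 1682 UMIs (1620.0 to 1745). From the low number of genes per nucleus in the rat white depots, the paper proposes that the unknown clusters reflect too few detected genes and not another cell population.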

**Figure 5:**
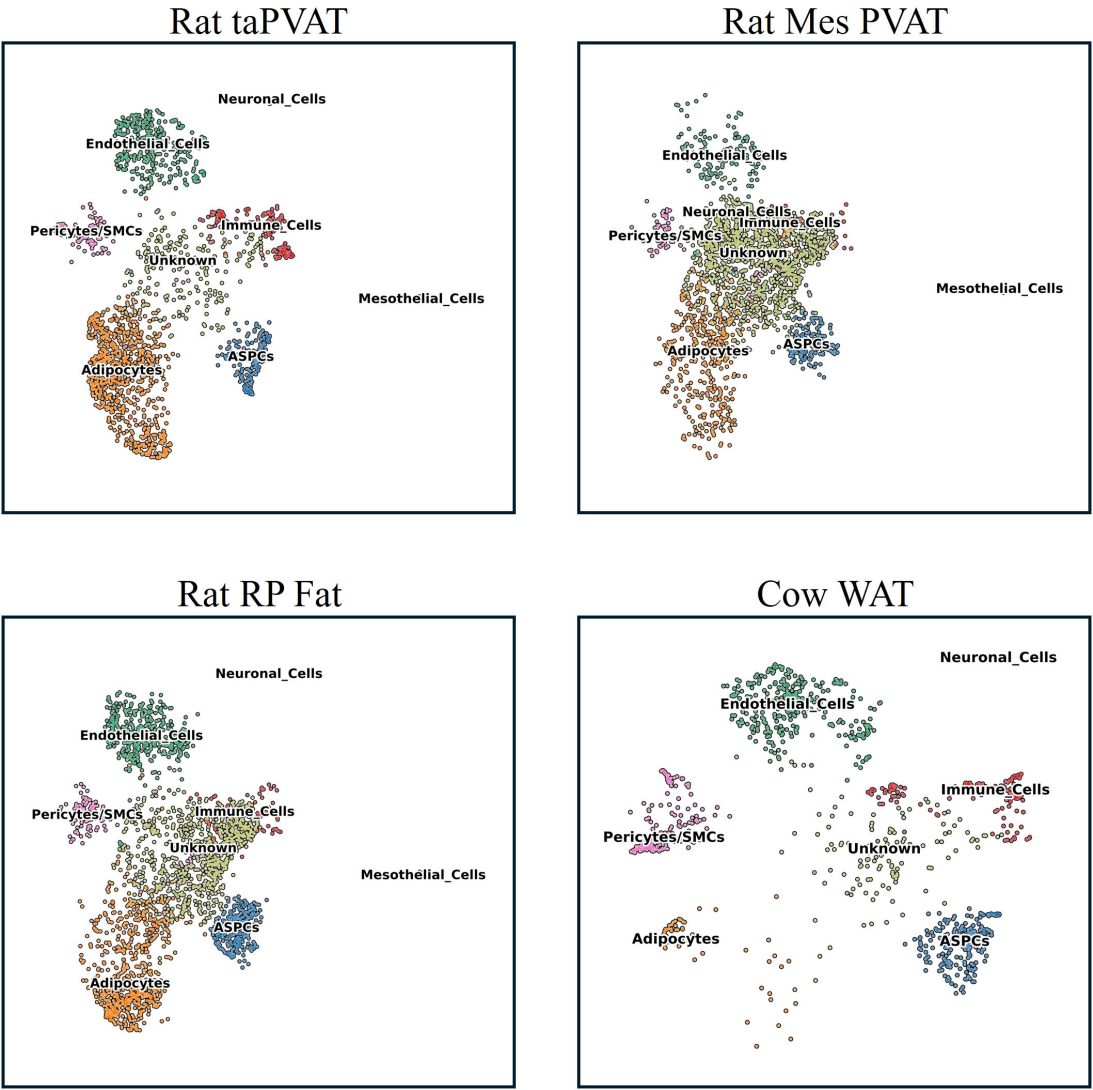
Uniform Manifold Approximation and Projection (UMAP) visualization of nuclei from rat taPVAT, RP fat, mesPVAT, and cow WAT following integration using single-cell variational inference (scVI) and manual annotation of cell types. PVAT, perivascular adipose tissue; taPVAT, thoracic aortic PVAT; RP, retroperitoneal; mesPVAT, mesenteric PVAT; WAT, white adipose tissue.

**Figure 6:**
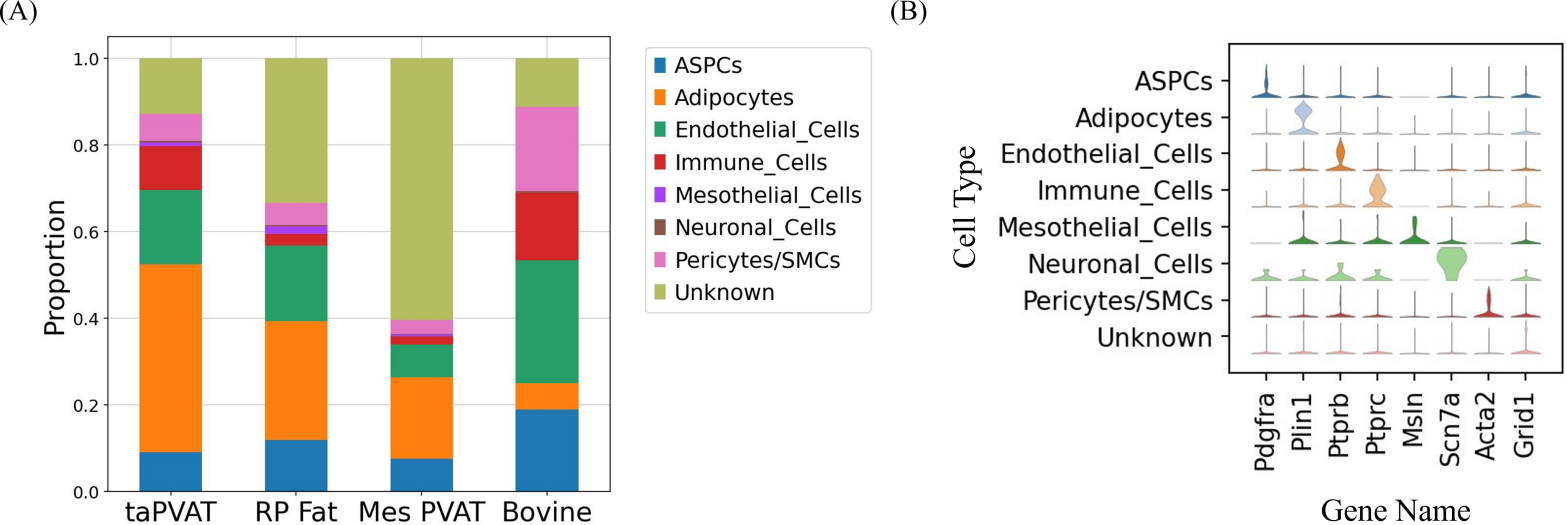
**(A)** Cell type composition by tissue. **(B)** Stacked violin plot of marker genes for each cell type annotation.

## 4 Discussion

Omics applications for adipose tissue are often complicated by the unique nature of fat depots, which consist of a significant population of lipid-laden adipocytes that are large, fragile, and buoyant. These characteristics make it particularly difficult to isolate cells for RNAseq applications, hence the use of snRNAseq when working with adipose tissue. The focus of this study was to optimize a method that improved the number of nuclei recovered from white adipose depots. The protocol shown here demonstrates that a sufficient number of nuclei can be isolated from all rat and cow white adipose tissues, a criterion needed to proceed with snRNAseq, in this case, using the Parse Evercode WT platform. This adaptation of a human subcutaneous fat protocol (Whytock et al., 2023) shows both the versatility and limitations of use for multiple adipose depots (taPVAT, retroperitoneal fat, mesPVAT, and paralumbar fossa white fat) and across species (rat and cow).

While the number of nuclei was sufficient for snRNAseq analysis, different sequencing results were obtained from the individual depots. 

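BAT, for which the paper shows no panel, had a median of 1706 UMIs (1652 to 1783) and 1048 genes (1016 to 1073) per nucleus. A minimum of 500 UMIs moved the BAT medians most, to 1796.5 UMIs and 1077 genes. Nuclei with fewer than 500 UMIs were 4.26% of BAT, and no cow WAT nucleus had fewer. In cow WAT, 233 nuclei exceeded 15000 UMIs and 273 nuclei exceeded 4500 genes.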

Rat BAT and cow WAT detected a sufficient number of genes for downstream analyses. By contrast, rat WAT was below the threshold considered necessary for robust cell annotation and downstream analyses. 

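Over all called nuclei, the median was 304 genes in the library labelled mesPVAT and 197 genes in the library labelled RP fat. A minimum of 500 UMIs per nucleus, which raises the medians by construction, kept 976 and 380 nuclei in this order. Their medians were 635.5 genes in the library labelled mesPVAT and 593.5 genes in the library labelled RP fat.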

Isolation of RNA from representative rat mesPVAT, collected and stored as the samples for snRNAseq, yielded RNA integrity numbers (RINs) from 7.0 to 7.9 (**Supplementary Figure 1A**), indicating that the RNA was not degraded prior to nuclei isolation. This suggests that RNA integrity is not likely to explain these differences. Moreover, these challenges were observed irrespective of downstream snRNAseq technology (**Supplementary Figure 1C**), indicating a more likely biological contributing factor rather than technical. 

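One of the mesPVAT libraries prepared on the 10x Genomics platform was deposited, and the 10x Genomics RP fat library was not analysed here. The authors aligned its reads with Cell Ranger 7.1.0 to Rnor_6.0 and deposited the UMIs of each gene in each barcode called as a cell, without normalization. The library held 1237543 UMIs, and the number of reads is not in the files. Of its 25629 gene identifiers, 19834 (77.4%) are among the 38697 of the GRCr8 files, so genes per nucleus are counted over different annotations. Between this library and the Parse library labelled mesPVAT, the platform, genome build and batch differ together. The isolation protocol differs by the paper's supplementary methods, while the deposited sample descriptions give the same protocol for both.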

Knowing this, we must determine if this is due to poor tissue quality, the nuclei isolation technique, or something inherent in the tissue itself, such as a minimal amount of RNA.

The substantial increase in the number of nuclei obtained in this isolation technique indicates that it is possible to obtain sufficient numbers from each rat WAT. However, this still did not yield better results when it came to the sequencing. We could not identify experimental interventions that resulted in the low RNA yield, and thus, we speculated that the low yield must be inherent to these two rat WATs. A large difference in the amount of RNA between BAT and WAT is reported (Kurabo Industries, Ltd., 2006), and adipose tissues have generally been considered challenging tissues for RNA-based studies due to the high amounts of lipids (Hemmrich et al., 2010; Cirera, 2013). Previous studies have suggested that the proximity of the mesPVAT to the pancreas can lead to tissue contamination and RNA degradation (Caesar and Drevon, 2008). However, our higher RIN estimates and the absence of pancreatic cell markers in the snRNAseq led us to believe that this is not the case.

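Pancreatic markers were measured as the summed UMIs of 20 acinar and islet genes from a fixed list, of which 18 are in the Parse rat files. The sum was 65.2 CPM (53.5 to 78.7; 108 UMIs in 97 nuclei) in the library labelled mesPVAT and 74.5 (57.3 to 95.4; 63 UMIs) in the library labelled RP fat, a difference within counting error. It was 10.98 CPM (8.29 to 14.3; 56 UMIs) in taPVAT and 7.60 (5.60 to 10.1; 48 UMIs) in BAT. In the 10x Genomics library, with 19 of the genes, it was 19.4 CPM (12.4 to 28.9; 24 UMIs). A minimum of 500 UMIs per nucleus moved the sum most in the library labelled RP fat, to 49.9 CPM. In the library labelled mesPVAT, the listed gene with the most transcripts was Cpb1, with 15 UMIs in 13 nuclei, and Prss1 had 2 UMIs. Some genes outside this list were also higher in the white rat libraries. Kiaa2012 had 44.7 CPM in the library labelled mesPVAT and 49.7 in the library labelled RP fat, against 11.6 in taPVAT and 6.49 in BAT. Csf1r was not higher in the library labelled mesPVAT than in taPVAT. Both were picked after their values were seen. The higher pancreatic sum therefore need not come from pancreatic RNA.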

Our analyses with rat RP fat and mesPVAT isolated nuclei have been evaluated on both the 10X Genomics and Parse Biosciences platforms, yielding consistent results. While knee plots from our evaluation using the 10X Genomics platform (**Supplementary Figure 1C**) show moderate inflection points for mesPVAT samples and a distinct one for the RP fat, the median number of genes for RP fat was 1,866, and mesPVAT was an average of 169 (**Supplementary Figure 1B**). 

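In the deposited 10x Genomics mesPVAT library, the median was 137 genes (134 to 139) and 161 UMIs (157 to 163) per nucleus, and 95.5% of nuclei had fewer than 500 UMIs. A minimum of 500 UMIs moved these medians most, to 493 genes and 636 UMIs in 262 nuclei. The study's filters gave medians of 150.0 genes and 175 UMIs. The nucleus with the most transcripts held 5014 UMIs.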

While there is more variability in working with RP for the detection of genes, both platforms are consistent in finding an insufficient number of genes in mesPVAT. This prevented us from being able to draw meaningful and reliable conclusions from analyses and further suggests inherent properties of the rat mesPVAT, resulting in generally low RNA content. Nevertheless, this revised protocol collectively increased the nuclei yield across all fat depots and improved the detection of transcripts and genes in cow WAT.

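After thinning to 200 UMIs, which left out 3788 nuclei (64.3%), the 10x Genomics mesPVAT library had a median of 176 genes (176 to 177) in 2099 nuclei. This was below the median of the Parse library labelled mesPVAT at the same depth, and the intervals did not overlap.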

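Clustered and named by the same rule, adipocyte-like clusters held 51.4% (50.0 to 52.8) of 5080 nuclei of the 10x Genomics mesPVAT library, mesothelial-like clusters 18.5% (17.5 to 19.6) and unnamed clusters 4.76% (4.19 to 5.39), with 2 nuclei marked by Scrublet and doublets remaining. At Leiden resolution 2.0, the alternative that moved the adipocyte and unnamed shares most, no cluster was named adipocyte-like and 59.6% of nuclei were unnamed. The mesothelial marker Msln had 566 CPM (525 to 609) in this library and 13.9 (8.80 to 20.8) in the Parse library labelled mesPVAT. From the few genes per nucleus of mesPVAT on both platforms, the paper proposes that an inherent property of rat mesPVAT leads to a low RNA content.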

We publish this additional sequencing information to initiate further discussion on the characteristics and challenges associated with transcriptomic analyses of these adipose depots and add to the knowledge already obtained.

## Data Availability

Raw and processed snRNAseq data are available on the Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/), Life Science Identifier (LSID) accession ID GSE320334.

## References

[B1] ArduiniA. FlemingS. J. XiaoL. HallA. W. AkkadA.-D. ChaffinM. D. . (2025). Transcriptional profile of the rat cardiovascular system at single-cell resolution. Cell Rep. 44, 115091. doi: 10.1016/j.celrep.2024.115091, PMID: 39709602 PMC11781962

[B2] CaesarR. DrevonC. A. (2008). Pancreatic contamination of mesenteric adipose tissue samples can be avoided by adjusted dissection procedures. J. Lipid Res. 49, 1588–1594. doi: 10.1194/jlr.d800013-jlr200, PMID: 18408254

[B3] ChiZ. JiaQ. YangH. RenH. JinC. HeJ. . (2024). snRNA-seq of adipose tissues reveals the potential cellular and molecular mechanisms of cold and disease resistance in Mongolian cattle. BMC Genomics 25, 999. doi: 10.1186/s12864-024-10913-y, PMID: 39448899 PMC11520132

[B4] ChiriviM. Abou-RjeilehU. MyersM. Parales-GironJ. WordenL. LockA. L. . (2025). TLR4 and prostaglandin pathways at the crossroads of endotoxemia-induced lipolysis. Front. Immunol. 16. doi: 10.3389/fimmu.2025.1591210, PMID: 40458405 PMC12127734

[B5] CireraS. (2013). Highly efficient method for isolation of total RNA from adipose tissue. BMC Res. Notes. 6, 472. doi: 10.1186/1756-0500-6-472, PMID: 24245791 PMC4225616

[B6] EmontM. P. JacobsC. EsseneA. L. PantD. TenenD. ColleluoriG. . (2022). A single-cell atlas of human and mouse white adipose tissue. Nature 603, 926–933. doi: 10.1038/s41586-022-04518-2, PMID: 35296864 PMC9504827

[B7] GayosoA. LopezR. XingG. BoyeauP. Valiollah Pour AmiriV. HongJ. . (2022). A Python library for probabilistic analysis of single-cell omics data. Nat. Biotechnol. 40, 163–166. doi: 10.1038/s41587-021-01206-w, PMID: 35132262

[B8] GermainP.-L. LunA. Garcia MeixideC. MacnairW. RobinsonM. D. (2021). Doublet identification in single-cell sequencing data using scDblFinder. F1000Research 10, 979. doi: 10.12688/f1000research.73600.2, PMID: 35814628 PMC9204188

[B9] HanB. LiH. ZhengW. ZhangQ. ChenA. ZhuS. . (2025). A multi-tissue single-cell expression atlas in cattle. Nat. Genet. 57, 2546–2561. doi: 10.1038/s41588-025-02329-5, PMID: 40913183 PMC12513844

[B10] HemmrichK. DeneckeB. PaulN. E. HoffmeisterD. PalluaN. (2010). RNA isolation from adipose tissue: an optimized procedure for high RNA yield and integrity. Lab. Med. 41, 104–106. doi: 10.1309/LMFSBPUOA19MH5BV, PMID: 41345977

[B11] HeumosL. SchaarA. C. LanceC. LitinetskayaA. DrostF. ZappiaL. . (2023). Best practices for single-cell analysis across modalities. Nat. Rev. Genet. 24, 550–572. doi: 10.1038/s41576-023-00586-w, PMID: 37002403 PMC10066026

[B12] KerseyH. N. AcriD. J. DabinL. C. HartiganK. MustaklemR. ParkJ. H. . (2025). Comparative analysis of nuclei isolation methods for brain single-nucleus RNA sequencing. bioRxiv, 2025.2003.2025.645306. doi: 10.1101/2025.03.25.645306, PMID: 41875869 PMC13030979

[B13] KimN. KangH. JoA. YooS.-A. LeeH.-O. (2023). Perspectives on single-nucleus RNA sequencing in different cell types and tissues. J. Pathol. Trans. Med. 57, 52–59. doi: 10.4132/jptm.2022.12.19, PMID: 36623812 PMC9846005

[B14] KotzbeckP. GiordanoA. MondiniE. MuranoI. SeveriI. VenemaW. . (2018). Brown adipose tissue whitening leads to brown adipocyte death and adipose tissue inflammation. J. Lipid Res. 59, 784–794. doi: 10.1194/jlr.M079665, PMID: 29599420 PMC5928436

[B15] Kurabo Industries Ltd . (2006). Technical datasheet: *24RNA Tissue Total RNA Kit (Product Code 24RNA-Tissue-604).* (Japan). Available online at: https://www.kurabo.co.jp/bio/English/pdf/24RNA-Tissue-604.pdf (Accessed March 18, 2026).

[B16] LakeB. B. ChenS. SosB. C. FanJ. KaeserG. E. YungY. C. . (2018). Integrative single-cell analysis of transcriptional and epigenetic states in the human adult brain. Nat. Biotechnol. 36, 70–80. doi: 10.1038/nbt.4038, PMID: 29227469 PMC5951394

[B17] MichelottiT. C. KisbyB. R. FloresL. S. TegelerA. P. FokarM. CrastoC. . (2022). Single-nuclei analysis reveals depot-specific transcriptional heterogeneity and depot-specific cell types in adipose tissue of dairy cows. Front. Cell Dev. Biol. 10, 1025240. doi: 10.3389/fcell.2022.1025240, PMID: 36313560 PMC9616121

[B18] National Academies of Sciences, Engineering, and MedicineDivision on Earth and Life StudiesBoard on Agriculture and Natural ResourcesCommittee on Nutrient Requirements of Dairy Cattle (2021). Nutrient requirements of dairy cattle: eighth revised edition. (Washington (DC): National Academies Press (US). Available online at: http://www.ncbi.nlm.nih.gov/books/NBK600603/ (Accessed March 18, 2026). 38386771

[B19] National Research Council (US), Committee for the Update of the Guide for the Careand Use of Laboratory Animals . (2011). Guide for the Care and Use of Laboratory Animals[Internet], eighth ed., (The National Academies Collection: Reports funded byNational Institutes of Health). (Washington, DC, US: National Academies Press). Available online at: Available at: http://www.ncbi.nlm.nih.gov/books/NBK54050/ (Accessed March 18, 2026).

[B20] RosellM. KaforouM. FrontiniA. OkoloA. ChanY.-W. NikolopoulouE. . (2014). Brown and white adipose tissues: Intrinsic differences in gene expression and response to cold exposure in mice. Am. J. Physiol. - Endocrinol. Metab. 306, E945–E964. doi: 10.1152/ajpendo.00473.2013, PMID: 24549398 PMC3989735

[B21] SlyperM. PorterC. B. M. AshenbergO. WaldmanJ. DrokhlyanskyE. WakiroI. . (2020). A single-cell and single-nucleus RNA-Seq toolbox for fresh and frozen human tumors. Nat. Med. 26, 792–802. doi: 10.1038/s41591-020-0844-1, PMID: 32405060 PMC7220853

[B22] SoJ. StrobelO. WannJ. KimK. PaulA. AcriD. J. . (2025). Robust single-nucleus RNA sequencing reveals depot-specific cell population dynamics in adipose tissue remodeling during obesity. eLife 13, RP97981. doi: 10.7554/eLife.97981.3.sa4, PMID: 39804687 PMC11729396

[B23] ThompsonJ. M. WattsS. W. TerrianL. ContrerasG. A. RockwellC. RendonC. J. . (2024). A cell atlas of thoracic aortic perivascular adipose tissue: A focus on mechanotransducers. Am. J. Physiol. Heart Circulatory Physiol. 326, H1252–H1265. doi: 10.1152/ajpheart.00040.2024, PMID: 38517229 PMC11380965

[B24] TruongD. Lamhamedi-CherradiS. E. LudwigJ. A. (2020). Nuclei isolation for single-nuclei RNA sequencing. protocols.io. doi: 10.17504/protocols.io.bkacksaw, PMID: 41632027

[B25] Van HauwaertE. L. GammelmarkE. SárváriA. K. LarsenL. NielsenR. MadsenJ. G. S. . (2021). Isolation of nuclei from mouse white adipose tissues for single-nucleus genomics. STAR Protoc. 2, 100612. doi: 10.1016/j.xpro.2021.100612, PMID: 34189477 PMC8220393

[B26] WhytockK. L. DivouxA. SunY. HopfM. YeoR. X. PinoM. F. . (2023). Isolation of nuclei from frozen human subcutaneous adipose tissue for full-length single-nuclei transcriptional profiling. STAR Protoc. 4, 102054. doi: 10.1016/j.xpro.2023.102054, PMID: 36853719 PMC9876942

[B27] WolfF. A. AngererP. TheisF. J. (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol. 19, 15. doi: 10.1186/s13059-017-1382-0, PMID: 29409532 PMC5802054

# Supplementary material for: Nuclei isolation from rat and cow white adipose tissues for single-nucleus RNA sequencing; rat WAT remains a challenge
**Source:** Front Physiol. 2026 Mar 26;17:1741037. doi: 10.3389/fphys.2026.1741037
**Supplement:** Supplementary file 1

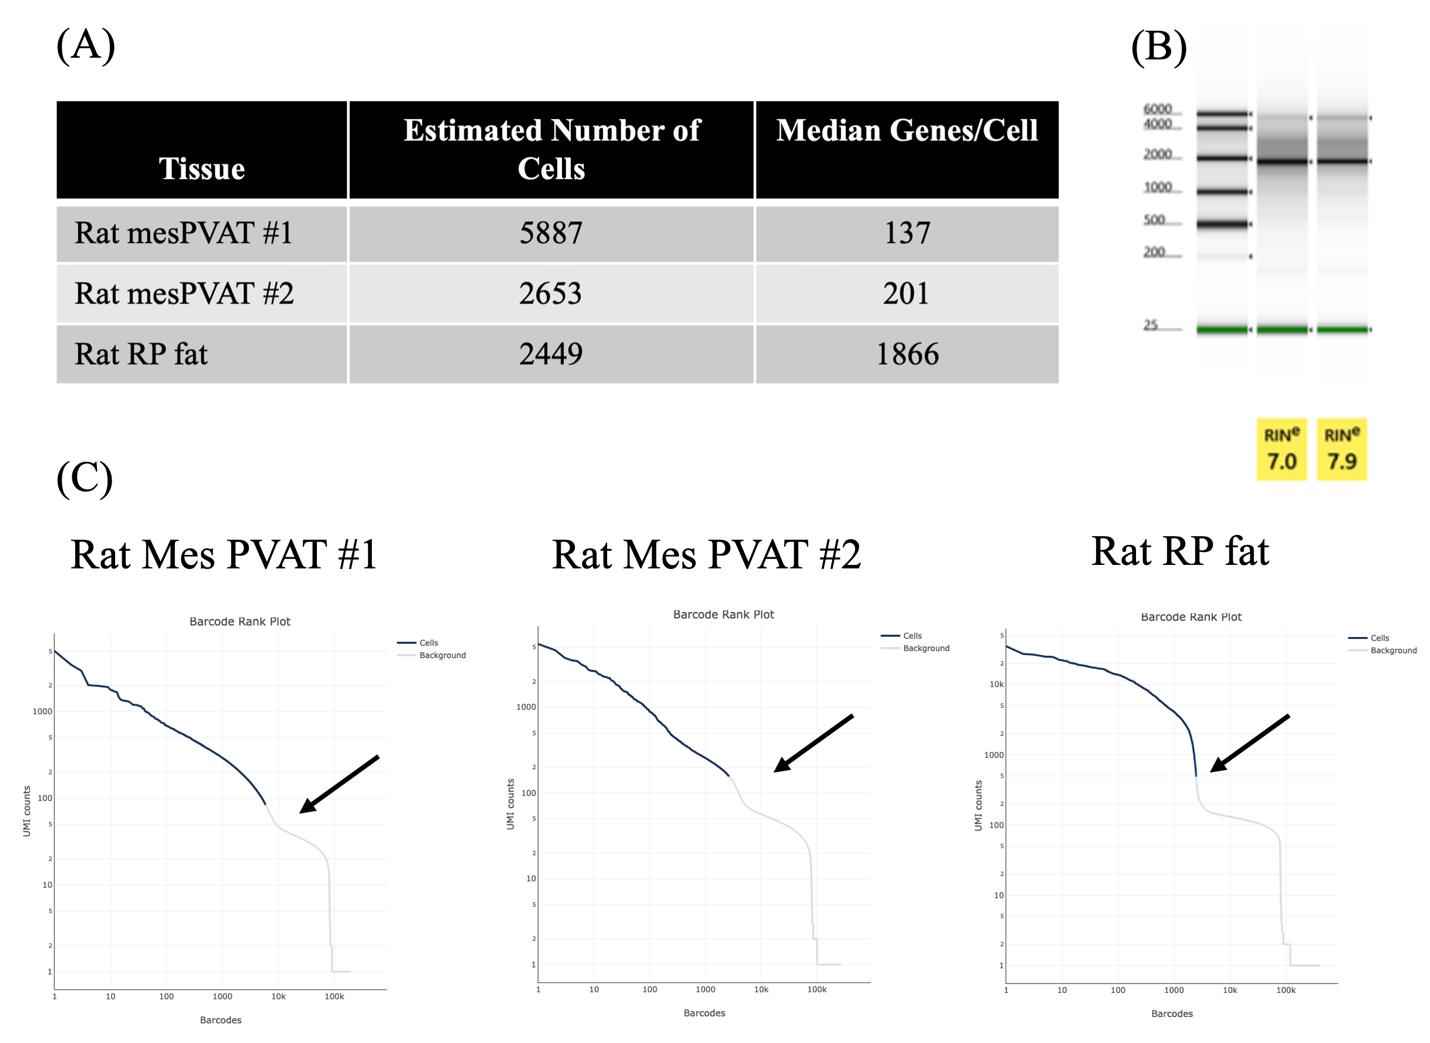

Supplemental Figure 1. (A) Estimated number of cells and median genes/cell for mesPVAT samples in (C). (B) RNA Integrity Number (RIN) values of RNA isolation from representative mesPVAT tissue samples. (C) Knee plots of mesPVAT snRNAseq data using the 10X Genomics Chromium Single Cells 3’ Reagent Kit v3.1 as outlined in supplemental methods. Arrows identify inflection point between real cells and background GEMs.

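The deposited mesPVAT library holds 5887 called nuclei (5738 to 6039). A minimum of 100 UMIs and the study's other filters left 5082 of them, and a minimum of 500 UMIs moved the number most, to 262 nuclei.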

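For this library, the slope of log10 UMIs on log10 rank over the 50% of called nuclei with the fewest UMIs was −0.92 (−0.95 to −0.89). Over the lowest 90% of ranks, which moved the value most, it was −0.66. The nucleus with the fewest transcripts held 84 UMIs.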

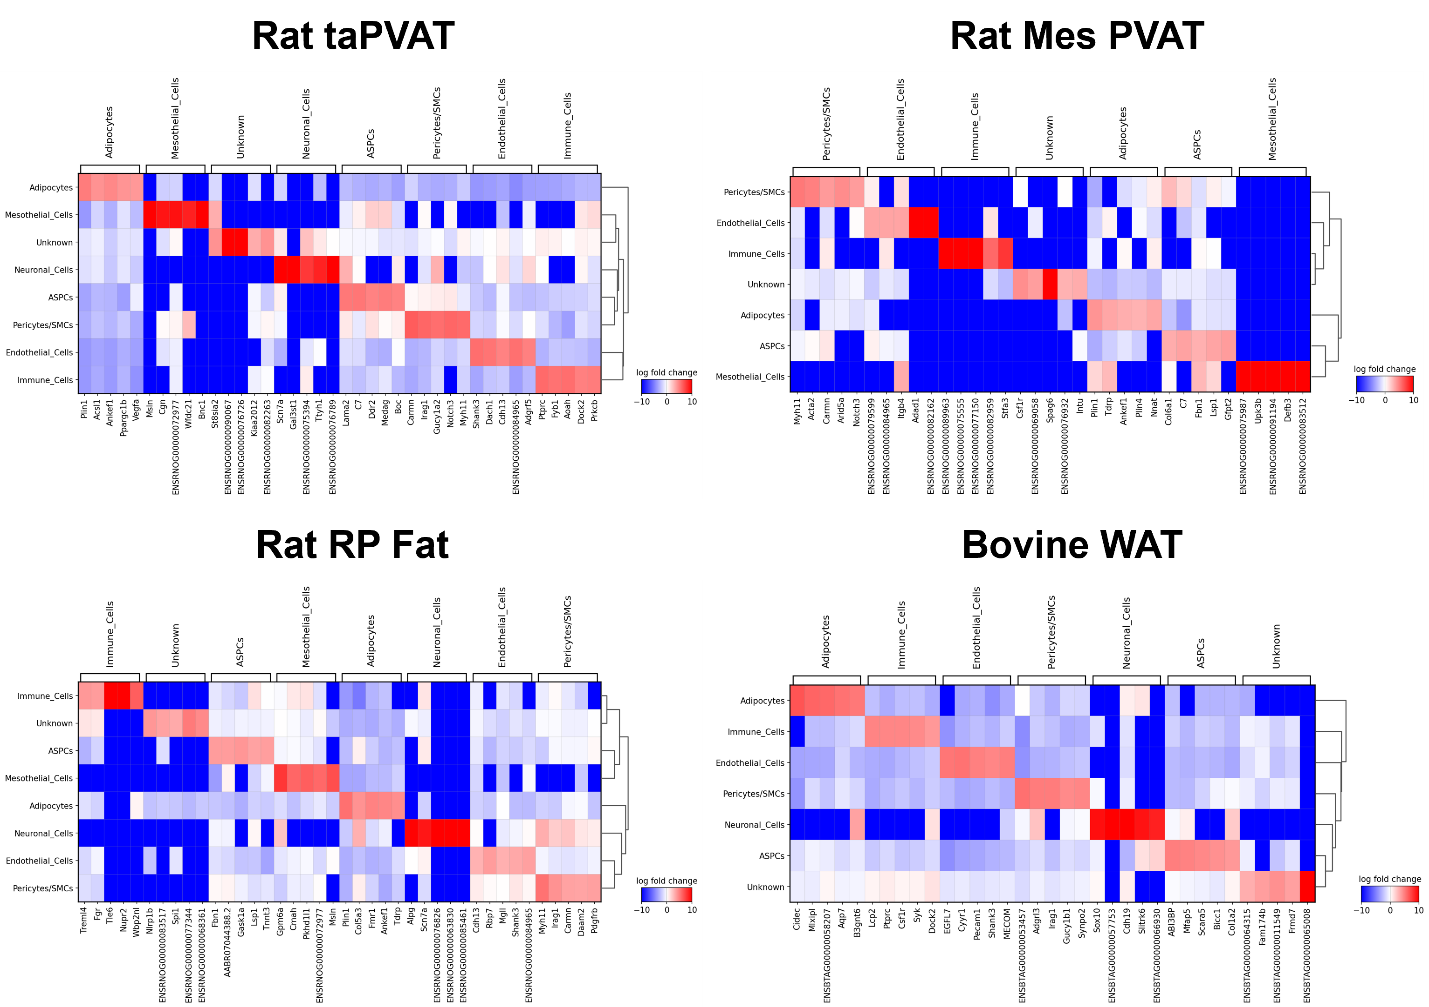
Supplemental Figure 2. Heatmap of the top 5 cell type cluster markers in each adipose tissue depots.

# Supplementary material for: Nuclei isolation from rat and cow white adipose tissues for single-nucleus RNA sequencing; rat WAT remains a challenge
**Source:** Front Physiol. 2026 Mar 26;17:1741037. doi: 10.3389/fphys.2026.1741037
**Supplement:** Supplementary file 2

**S1. Supplemental Methods**

**S1.1**  **Total RNA isolation and 10X Genomics single-nuclei sequencing**

Bovine and rat white adipose tissues were collected and processed for storage at -80ºC as described in section 2.1 “Tissue Collection” of the Methods section. For evaluation of RNA integrity following collection and storage, total RNA was isolated using the Qiagen RNeasy Plus Universal Kit and evaluated with the high sensitivity RNA assay on an Agilent 4200 TapeStation to obtain the RNA integrity number (RIN).

Nuclei from ~50 mg rat and bovine white adipose tissue were isolated following a previously published protocol for fatty tissues (Truong et al., 2020). Nuclei concentrations were determined with a Nexcelom Cellometer Vision and Viastain AO/PI staining solution at a 1:1 dilution. Nuclei were stained with DAPI, filtered in a 40 µm filter, then sorted for DAPI positive nuclei immediately before loading into a 10X Genomics 3’ v3.1 Chromium Chip. Single-nuclei library preparation using the 10X Chromium Next GEM Single Cell 3’ Reagent Kit v 3.1 (Dual Index) was performed according to manufacturer’s instructions ([CG000315](https://www.ncbi.nlm.nih.gov/nuccore/CG000315), Rev D) targeting a cell recovery of 10,000. Sequencing libraries were quantified using the KAPA Library Quantification Kit according to manufacturer’s recommended protocol with a standard melt curve run to ensure absence of adapter dimers. Libraries were sequenced at a target depth of 50,000 reads/nuclei on a NovaSeq6000 by Novogene. FastQC was used for initial quality control of sequencing reads and the 10X Genomics CellRanger v7.1.0 pipeline was utilized to align reads to the rat reference genome Rnor_6.0 (assembly GCA_000001895.4) and generate knee plots.

**S1.2 References**

Truong, D., Lamhamedi-Cherradi, S. E., and Ludwig, J. A. (2020). Nuclei Isolation for Single-Nuclei RNA sequencing. protocols.io. doi: 10.17504/protocols.io.bkacksaw

How the deposited data were processed for this re-analysis (not part of the article)

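The deposited data cover 6 single-nucleus RNA-seq libraries, 1 per condition. They are rat mesPVAT on the 10x Genomics platform, and rat mesPVAT, RP fat, taPVAT and subscapular BAT and cow subcutaneous WAT on the Parse platform. For the Parse libraries, the authors split the reads by species, aligned them with split-pipe to GRCr8 or ARS-UCD1.3, and deposited the UMI count of each gene in each barcode of the filtered matrix, with reads, transcripts and genes per barcode, without normalization. For the 10x Genomics library, the authors deposited the UMI counts of the barcodes called as cells by Cell Ranger, with Rnor_6.0 named as the genome in the supplementary methods. Any filter after cell calling is not stated for these files. Samples were assigned to conditions from their labels and the paper's methods. Labels were not changed where values differ from the paper's, so the white rat Parse libraries are called by their labels.

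Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, with the random seed 20. Numbers of nuclei, transcripts (UMIs) per nucleus and genes per nucleus were taken from all deposited barcodes. The slope of log10 UMIs on log10 rank was fitted by least squares over the 50% of nuclei with the fewest UMIs. For genes at equal depth, nuclei with at least 200 UMIs were thinned to 200 UMIs without replacement. Levels of genes are UMIs summed over nuclei and scaled to CPM. A gene with no UMI has a limit of 3 counts. The reads per transcript are the assigned reads divided by UMIs. Medians have order-statistic intervals, shares exact binomial intervals and sums exact Poisson intervals, at 95%, and slopes have intervals from 1000 bootstrap draws of nuclei. These cover counting error only, since no condition has replicates. No test of a difference between conditions was made, and Dixon's test was used only to pick out a library that lies far from the other Parse libraries. Total UMIs per library ranged from 845316 to 16827260.

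For cell types, nuclei were kept with at least 100 UMIs, at most 15000 UMIs and 4500 genes, at most 3% mitochondrial UMIs, and within 5 median absolute deviations of the medians of log1p genes and log1p UMIs within the library, where the study applied the last filter to the joined libraries. Genes in 3 or fewer nuclei were left out. The study's scDblFinder and scVI were not available. Scrublet with an expected rate of 5% was used for doublets and marked 2 nuclei in the 10x Genomics library, 2, 6, 4 and 5 nuclei in the Parse libraries labelled mesPVAT, RP fat, taPVAT and BAT, and 0 in cow WAT. This is under 0.5% of nuclei, so it did not work and doublets remain. Each library was clustered alone after normalization to 1000 UMIs per nucleus and log transformation, with 2000 variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1.0.

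Clusters were named from 74 markers in 7 classes. A marker was raised in a cluster when its CPM was at least 2 times the median of the other clusters after adding 1 UMI, with detection in at least 5% of the nuclei and at least 10 UMIs. A cluster took the class with the most raised markers if these were at least 3 and more than 0.333 of the class's markers in the file, with no tie, with no other class holding more of the 10 genes with the largest ratio (detected in at least 10% of nuclei), and with at least 0.333 of the library's median UMIs or a marker among those genes. Other clusters stayed unnamed. This rule was settled after looking at the clusters, in 3 versions. The first set markers against all other nuclei pooled, the second against the median of the other clusters, both with no minimum share of markers and with leading genes at 5% detection, and the third is the rule given here. A cow cluster of 158 nuclei that met the rule for the immune class was led by SRCIN1, TMEM178B, SPP1 and ADAM23, genes chosen after their values were seen, and the cow immune share is therefore not printed. These nuclei still count as named in the cow unnamed share and in the cow medians of named and unnamed nuclei. Alone, a nucleus took the class with the most marker UMIs, if at least 2 and without a tie.

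The marker lists, the genes to be named and the alternatives, apart from 4 added later, were fixed before the data were examined. The genes to be named are the genes of Fig. 6B, the genes listed for the Unknown class in Supplementary Figure 2, the class markers, Ucp1, Cidea, Ppargc1a, Lep and Xist, 20 pancreatic genes, the mitochondrially encoded genes, the 5 genes with most UMIs per library, and the 5 genes with the largest CPM ratio each way (1 CPM added) between the libraries labelled mesPVAT and RP fat and between taPVAT and BAT, among genes with at least 200 UMIs in the pair. Xist is not listed by symbol in the files. Other genes are named only where they are said to be chosen later.

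The steps were tested on simulated data. Thinning gave a mean of 170.79 genes where 170.77 are known, and a rank curve of known slope −1.3 gave −1.306. Intervals held the true value in 96.7% of simulated sums, 96.5% of shares and 95.4% of medians. Naming was tested on nuclei drawn from 4 taPVAT profiles at the UMI totals of each of 3 libraries. At the lowest totals, adipocytes were missed by cluster naming. Alternatives changed the filters on nuclei, the treatment of doublets, mitochondrial genes, the sublibrary, the range of ranks, the thinning depth, the clustering and the unit and version of naming, one at a time. Raw reads and barcodes outside the cell calls were not analysed here, and integration across libraries was left out because scVI was not available.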

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

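The tests of reads per transcript in cow WAT and of the share of nuclei at a common minimum of UMIs were chosen only after the result was seen. With 5 Parse libraries of 5 tissues and no replicates, a library that stands apart from the others also stands for a tissue, and chance sets apart about 1 in 20 groups of values. Of 13 measures compared over the Parse libraries, 2 had a library whose gap to its nearest neighbour exceeded the 95% critical value of Dixon's test.

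The highest number of transcripts in a nucleus was 162490 UMIs in cow WAT, and the gap to the next library, the library labelled mesPVAT with 41374 UMIs, was 0.772 of the whole range. The next cow nuclei held 143972, 129354 and 124706 UMIs, and 233 cow nuclei exceeded 15000 UMIs, so the value is not that of a lone barcode. In sublibrary 1 alone the highest cow nucleus held 105867 UMIs. Cow WAT also had the most reads per called nucleus, 27019, but its reads per transcript were only 1.17 times those of the library labelled mesPVAT, where its highest nucleus held 3.93 times the UMIs. Deeper sequencing therefore cannot be the cause to a large extent. Scrublet marked 5 of all 2297 cow WAT nuclei and not the highest, but it marked so few nuclei in every library that it excludes nothing, so doublets and a high RNA content of some cow nuclei stay open. Species, tissue and the amount of tissue used differ together from the rat libraries, and no biological explanation was tested.

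Sublibrary 1 held 68.8% of nuclei (67.1 to 70.5) of the library labelled RP fat, against 53.8%, 54.8%, 50.6% and 49.8% in the library labelled mesPVAT, taPVAT, BAT and cow WAT. The gap was 0.737 of the range. A technical explanation was tested, namely that the cell calls used different UMI thresholds in the sublibraries, since the smallest nucleus held 91 UMIs in sublibrary 1 and 179 UMIs in sublibrary 2. With a common minimum of 179 UMIs, sublibrary 1 kept 850 nuclei beside the 875 of sublibrary 2, a share of 49.3% (46.9 to 51.7). The other Parse libraries, each at its own common minimum, had 48.7% to 53.5%, so different thresholds are consistent with the whole of the larger share. For genes per nucleus, the medians at the common minimum were 271 genes (264 to 287) and 301 genes (291 to 314), a ratio of 1.11, where the ratio as deposited was 1.98. The ratio lies between the bounds set for and against this explanation, so for genes per nucleus it stays open whether a smaller difference between the sublibraries remains beside the thresholds. A biological explanation does not arise, since the sublibraries hold portions of the same pool of nuclei.

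In BAT, a library for which the paper shows no panel, Ucp1 had 2072 CPM (2037 to 2108), above the limit of 0.475 CPM that 3 counts set in this library. In the other rat libraries, Ucp1 had 1782 CPM in taPVAT, 63.4 CPM (51.8 to 76.7) in the library labelled mesPVAT and 89.9 CPM (70.8 to 113) in the library labelled RP fat. The gene marks brown fat, and its level follows the deposited depot labels. RNA from other libraries of the run cannot account for the BAT level, since no library held more Ucp1. A difference between depots stays open as the biological explanation and was not tested against other technical ones. The levels in the white depots reached 4.34% of the BAT level at most, and whether this is RNA of the brown depots cannot be told apart from expression in the white depots, as set out under the other observations.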

How the results depend on the processing

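The alternatives with the highest 5% of Scrublet scores removed, with markers set against all other nuclei pooled, with no minimum share of markers and with the study's fixed limits alone were chosen after seeing the data. For the 70 results, 331 values were computed under alternatives, of which 168 stayed within the counting interval of the main value (for numbers of nuclei, within 1.5 times) and 163 moved outside it. Of the 168, 29 were higher than the main value, 59 lower and 80 equal to it. No paired analysis was possible because each condition has 1 library and no sample labels pair them, and no replicate could be left out. Values below name mesPVAT and RP fat for the Parse libraries with these labels, and 10x mesPVAT for the 10x Genomics library. Where no reason is given, the cause was not tested.

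Leaving out mitochondrial genes or the nuclei marked by Scrublet changed no median, number of nuclei or highest value beyond its interval, and the numbers of nuclei after the study's filters stayed within 1.5 times in the 6 libraries. The pancreatic sum, Ucp1 and Cidea did not move outside their intervals with these filters. With them, 10x mesPVAT had medians of 175 transcripts and 150.0 genes (the same in the comparison of platforms) and RP fat of 227 transcripts and 212 genes, where the minimum of 100 UMIs removes the nuclei with the fewest transcripts. Cow WAT had 3031 transcripts and 1526 genes, since the upper limits remove nuclei with many, and 160.0 genes at equal depth. The highest totals fell to 906 in 10x mesPVAT, 3370 in mesPVAT, 2048 in RP fat, 12666 in taPVAT, 13302 in BAT and 14936 in cow WAT, since the filters remove the nuclei with the most transcripts. The fixed limits on UMIs, genes and mitochondrial share alone gave the same totals in taPVAT, BAT and cow WAT, 4998 in mesPVAT, and no change in 10x mesPVAT and RP fat, where the fall comes from the filter on median absolute deviations, run here within each library.

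By construction, a minimum of 200 UMIs raised the medians. It left 2099 nuclei of 10x mesPVAT with 287 transcripts and 243 genes, and 1503 nuclei of RP fat with 339 transcripts and 314 genes, and mesPVAT had 402.5 transcripts and 346 genes (the genes also in the comparison of platforms). A minimum of 500 UMIs left 262 nuclei of 10x mesPVAT with 636 transcripts and 493 genes, 976 nuclei of mesPVAT with 776.5 transcripts and 635.5 genes, and 380 nuclei of RP fat with 669.5 transcripts and 593.5 genes (the genes of both mesPVAT libraries also in the comparison of platforms). It gave 1486 transcripts and 974 genes in taPVAT and 1796.5 transcripts and 1077 genes in BAT. Reads per transcript became 3.18 in mesPVAT, 2.93 in RP fat and 3.55 in taPVAT. The pancreatic sum became 9.71 CPM in 10x mesPVAT and 49.9 CPM in RP fat. Ucp1 became 0 CPM in 10x mesPVAT (where 3 counts are 14.6 CPM), 35.3 CPM in mesPVAT and 43.6 CPM in RP fat, and Cidea 42.8 CPM in mesPVAT.

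Sublibrary 1 alone gave medians of 320.0 transcripts and 285 genes in mesPVAT and 163 transcripts and 152 genes in RP fat, and highest totals of 3744 in RP fat, 21099 in taPVAT, 29012 in BAT and 105867 in cow WAT. Sublibrary 2 alone gave 376.5 transcripts and 325.5 genes in mesPVAT, 326 transcripts and 301 genes in RP fat and 1299 transcripts and 895 genes in taPVAT, and a highest total of 33495 in mesPVAT. Within each sublibrary, both medians of mesPVAT stayed above those of RP fat.

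The slope of the rank curve depended on the range of ranks. Over the lowest 25% of ranks it was −1.07 in 10x mesPVAT, −1.37 in mesPVAT, −2.42 in taPVAT, −2.58 in BAT and −1.73 in cow WAT. Over the lowest 90% it was −0.66 in 10x mesPVAT, −0.84 in mesPVAT, −0.85 in RP fat, −1.11 in taPVAT, −1.03 in BAT and −1.14 in cow WAT. Under both ranges the slopes of mesPVAT and RP fat stayed flatter than those of taPVAT, BAT and cow WAT. The order of mesPVAT and RP fat reversed over the lowest 25%, and over the lowest 90% cow WAT was steepest, followed by taPVAT and BAT, the reverse of their order over the lowest 50%.

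Genes at equal depth moved with the depth chosen, by construction. At 150 UMIs they were 134 in 10x mesPVAT, 139 in mesPVAT, 143 in RP fat, 129 in taPVAT, 127 in BAT and 124 in cow WAT, and at 300 UMIs they were 257, 268, 279, 248, 241 and 235 in the same order. The ranking of the 6 libraries was the same at 150, 200 and 300 UMIs.

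The shares of adipocytes and of unnamed nuclei moved in at least 1 library under each setting run. At Leiden resolution 0.5 the adipocyte share was 58.8% in 10x mesPVAT, 19.1% in mesPVAT and 14.8% in RP fat, and the unnamed share 0.256%, 1.63% and 85.2% in the same order, 0 in BAT and 14.5% in cow WAT. At resolution 2.0 the adipocyte share was 0 in 10x mesPVAT, 18.0% in mesPVAT, 5.82% in RP fat, 13.9% in taPVAT, 0 in BAT and 11.8% in cow WAT, and the unnamed share 59.6%, 58.8%, 85.4%, 30.1%, 55.5% and 7.37% in the same order. With 15 principal components the adipocyte share was 19.4% in mesPVAT, 10.1% in RP fat, 42.5% in taPVAT and 49.1% in BAT, and the unnamed share 51.8% in mesPVAT, 72.9% in RP fat and 6.23% in taPVAT. With no doublets removed, a change of at most 6 nuclei, the adipocyte share was 56.1% in 10x mesPVAT, 18.6% in mesPVAT, 9.34% in RP fat and 37.6% in BAT, and the unnamed share 0.590%, 41.2%, 83.2% and 23.2% in the same order. With a minimum of 300 UMIs the adipocyte share was 62.4% in 10x mesPVAT, 27.0% in mesPVAT and 9.19% in RP fat, and the unnamed share 7.21%, 31.5% and 71.2%.

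With each nucleus named alone the adipocyte share was 40.2% in 10x mesPVAT, 20.1% in mesPVAT, 5.55% in RP fat, 52.7% in taPVAT and 61.8% in BAT, and the unnamed share 39.8% in 10x mesPVAT, 4.29% in taPVAT, 1.83% in BAT and 5.13% in cow WAT. With markers set against all other nuclei pooled, no minimum share of markers and leading genes at 5% detection, the first version of the naming rule, the adipocyte share was 29.6% in 10x mesPVAT, 18.7% in mesPVAT and 0 in taPVAT and BAT, and the unnamed share 26.6% in 10x mesPVAT, 20.4% in mesPVAT, 49.3% in taPVAT, 60.2% in BAT and 11.6% in cow WAT. With no minimum share of markers and leading genes at 5% detection, the second version, the unnamed share was 25.8% in taPVAT and 1.79% in BAT and the adipocyte share 15.7% in cow WAT. With the highest 5% of Scrublet scores removed, the adipocyte share was 57.7% in 10x mesPVAT, 19.0% in mesPVAT, 8.74% in RP fat, 48.6% in taPVAT and 45.3% in BAT, and the unnamed share 0.693%, 40.9%, 80.6%, 2.86% and 20.3% in the same order and 17.6% in cow WAT.

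Under all of these settings RP fat kept the largest unnamed share of the Parse libraries, at 65.8% or more, while that of mesPVAT ran from 1.63% to 58.8%. Depth limits the naming. On 2000 simulated nuclei of 4 taPVAT profiles, of which 40% were adipocytes, clusters gave 99.05% of nuclei their right name at the UMI totals of taPVAT and 96.45% at those of mesPVAT. At the UMI totals of RP fat they gave 49.85%, left 45.95% unnamed and named no adipocytes. Naming each nucleus alone gave 84.15%, 68.5% and 55.55% right names at the totals of taPVAT, mesPVAT and RP fat, with adipocyte shares of 51.25%, 44.6% and 38.4%, so it named too many adipocytes at the higher totals and left 33.85% unnamed at the lowest. The profiles were sums of taPVAT clusters that the same rule had named. Simulated nuclei of a class differed by counting error only, so right names at the higher totals are partly built in.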

Differences from the paper's values

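No test in this part was chosen after its result was seen, and the alternatives were set before the data were examined except where one is said to be added later. The rule for naming clusters, on which the adipocyte and unnamed shares rest, was however settled after the clusters had been seen. Of 24 values that the paper states or shows, 7 differed from the deposited data by more than the counting error and by more than 1.5 times, and 17 did not. The cow unnamed share, among the 17, counts as named the immune-like cow cluster that was led by other genes.

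The median number of transcripts per nucleus in the library labelled RP fat was 213 UMIs, where the paper's value for RP fat is 356. With a minimum of 200 UMIs (339) and in sublibrary 2 alone (326), the difference was within 1.5 times. It was not with the study's filters (227), a minimum of 500 UMIs (669.5), Scrublet doublets removed, mitochondrial genes left out or sublibrary 1 alone (163).

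The median number of genes per nucleus in the library labelled mesPVAT was 304, where the paper's value for mesPVAT is 189. The difference exceeded 1.5 times under every alternative run, which were the study's filters, minimums of 200 UMIs (346) and 500 UMIs (635.5), Scrublet doublets removed, mitochondrial genes left out, and sublibrary 1 (285) and sublibrary 2 (325.5) alone.

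The highest number of transcripts in a nucleus of the library labelled mesPVAT was 41374 UMIs, where the paper's value for mesPVAT is about 5000. With the study's filters, whose filter on median absolute deviations was run here within each library, it was 3370 UMIs, within 1.5 times, and it was 4998 UMIs with the study's fixed limits alone, a setting chosen after seeing the values. It was not with minimums of 200 or 500 UMIs, Scrublet doublets removed, mitochondrial genes left out or either sublibrary alone. For the library labelled RP fat, the highest number was 5611 UMIs, where the paper's value for RP fat is about 30000, and the difference exceeded 1.5 times under each of these settings, including the study's filters (2048).

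The adipocyte share in the library labelled RP fat was 11.6% of 2596 nuclei, where the paper's value is about 27% in Fig. 6A, read by eye. No alternative reached it, and those set before the data were examined gave 14.8% at Leiden resolution 0.5, 5.82% at resolution 2.0, 10.1% with 15 principal components, 9.34% with no doublets removed, 9.19% with a minimum of 300 UMIs and 5.55% with each nucleus named alone. The paper's share is of the nuclei it annotated after integration, a number the paper does not give. On simulated nuclei at the UMI totals of this library, clusters named no adipocytes where 40% were known. Naming each nucleus alone gave 38.4% there. The shares from clusters can therefore be too low at this depth.

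The unnamed share in the library labelled RP fat was 67.4% of 2596 nuclei, where the paper's share of unknown nuclei in RP fat is about 33% in Fig. 6A, read by eye. Every alternative set before the data were examined differed by more than 1.5 times, with 85.2% at Leiden resolution 0.5, 85.4% at resolution 2.0, 72.9% with 15 principal components, 83.2% with no doublets removed, 71.2% with a minimum of 300 UMIs and 65.8% with each nucleus named alone. The unnamed share in the library labelled mesPVAT was 35.4% of 3008 nuclei, where the paper's share of unknown nuclei in mesPVAT is about 60% in Fig. 6A, read by eye. The difference was within 1.5 times at Leiden resolution 2.0 (58.8%), with 15 principal components (51.8%) and with no doublets removed (41.2%), and also with the highest 5% of Scrublet scores removed (40.9%), a setting chosen after seeing the values. It was not at resolution 0.5 (1.63%), with a minimum of 300 UMIs (31.5%) or with each nucleus named alone (37.0%). The denominators of the paper's shares are not stated.

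Several rankings in the paper also ran the other way. The paper places RP fat above mesPVAT in nuclei, median transcripts, median genes and highest transcripts, while the library labelled mesPVAT stood above the library labelled RP fat in each, with 3028 and 2805 nuclei, 346 and 213 UMIs, 304 and 197 genes, and 41374 and 5611 UMIs. The library labelled mesPVAT also held the most nuclei of the Parse libraries, a place the paper gives to RP fat. In the paper's panel the unknown share is larger in mesPVAT than in RP fat, and in the deposited libraries it was larger in the library labelled RP fat, under every setting run. The paper describes immune cells among the annotated classes, and the main settings named no immune cluster in the library labelled mesPVAT or the library labelled RP fat. Immune-like nuclei were named in the library labelled mesPVAT with a minimum of 300 UMIs (6.31%), with each nucleus named alone (5.19%) and, in a version of the naming rule added after seeing the values, with markers set against all other nuclei pooled (19.3%), and in the library labelled RP fat only with each nucleus named alone (3.78%).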

Other observations

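The tests of reads per transcript, of the upper limits as the whole cause and of the paper's values with exchanged labels were chosen only after the result was seen. So were the comparison of the 10x Genomics library with taPVAT and BAT, the resampled interval for the HOX genes and the naming of each thinned nucleus alone, each of which was added to a test set earlier.

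The library labelled mesPVAT had more transcripts and genes per nucleus than the library labelled RP fat, the reverse of the paper's table. Tests asked whether the labels of the deposited libraries are exchanged, first with the 10x Genomics mesPVAT library as the reference. Across 4836 genes with at least 20 UMIs in each library, and with the Parse libraries thinned to 845316 UMIs, Pearson's correlation across genes with the 10x Genomics library was 0.577 for the library labelled mesPVAT and 0.429 for the library labelled RP fat, a difference of −0.147 (RP fat minus mesPVAT), although genes are not independent replicates. The correlation was 0.641 for taPVAT and 0.593 for BAT, so the measure ranks libraries by something other than the depot and does not decide. HOX genes keep the position along the body axis. The 36 HOX entries compared include the antisense RNA Hoxa11-as, and 13 of them had at least 20 UMIs in the 3 libraries together. Over the 36 entries, the mean distance from the 10x Genomics library differed by −0.0252 on the log2 scale (RP fat minus mesPVAT). RP fat was thus nearer by less than the error, with a resampled interval from −0.24 to 0.22. HOX paralogs 9 to 13 made up 2.03% of HOX UMIs in the 10x Genomics library, 35.0% in the library labelled mesPVAT and 28.0% in the library labelled RP fat. These comparisons decide nothing, because the only other mesPVAT library differs from both in platform and genome build. The paper's values were then read with the libraries exchanged. Of 12 values for mesPVAT and RP fat, 7 differed by more than 1.5 times as deposited and 2 when exchanged. None of the 10 values for taPVAT and cow WAT differed by as much. The 2 are the median transcripts (1.54 times apart) and the adipocyte share of the library labelled RP fat against the paper's mesPVAT. Clusters missed simulated adipocytes at the UMI totals of that library, so this share may be too low. The paper's values therefore lie closer to an exchange, in the deposited labels or in the paper, than to the labels as deposited. An exchange is a candidate explanation only, since it was drawn from these same values and not all of them match. It also leaves smaller gaps in taPVAT. The taPVAT medians of 1246 UMIs (1191 to 1296) and 844.5 genes (815 to 887) have intervals that exclude the paper's 1173 and 782. In cow WAT, the number of nuclei and both medians equalled the paper's.

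Nuclei of the rat white depots had few transcripts, with taPVAT medians 3.601 and 5.85 times those of the library labelled mesPVAT and the library labelled RP fat. Fewer reads per transcript, which would leave transcripts unread, cannot be the cause to a large extent, since taPVAT had only 1.22 times the reads per transcript of the library labelled RP fat. RNA of the brown depots from the shared run would add transcripts to these nuclei, so a test of it says nothing about why they have few. In that test, Ucp1 reached 4.34% (3.42 to 5.43) of its BAT level in the library labelled RP fat and 3.06% (2.50 to 3.70) in the library labelled mesPVAT. Cidea stood at 4.20% and 5.36% and Ppargc1a at 49.3% and 33.3% of their BAT levels in the same order. In the 10x Genomics library, made apart from BAT, Ucp1 had 1 UMI, or 0.0390% (0.000987 to 0.217) of the BAT level. Brown RNA in the white libraries and brown-like adipocytes in the white depots may each give these levels and cannot be told apart. The low numbers were not limited to adipocytes. Endothelial-like nuclei had medians of 405.5 and 286.5 UMIs in the library labelled mesPVAT and the library labelled RP fat against 1043 in taPVAT, ASPC-like nuclei 344.5 and 250.5 against 1157, and adipocyte-like nuclei 479 and 228 against 1803.5. A low RNA content of nuclei in the white depots stays open as the biological explanation and was not tested.

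Many nuclei of the rat white depots stayed unnamed. When taPVAT nuclei were thinned to the UMI totals of the library labelled RP fat, clustered and named again, 48.8% (46.8 to 50.7) were unnamed, which is 64.1% of the way from taPVAT to the library labelled RP fat, and no adipocyte cluster was named. At the UMI totals of the library labelled mesPVAT, 52.5% (50.6 to 54.4) were unnamed, more than the 35.4% of that library itself and 187% of the way to it. No adipocyte cluster was named there either, where the library labelled mesPVAT had an adipocyte share of 23.1%, so thinned taPVAT does not resemble that library. On simulated nuclei of 4 taPVAT profiles at the same totals, clusters left only 0.75% unnamed. That setting is easier by design, since its profiles came from clusters that the rule had named and its nuclei varied by counting error only. With each thinned nucleus named alone, the unnamed shares were 29.6% and 17.5%, only 41.2% and 40.5% of the way. Few transcripts per nucleus may therefore explain a part of the unnamed share, but the tests do not give the same answer on how much. A difference in cell types between the depots stays open.

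Adipocytes were a small share of cow WAT nuclei. The study's upper limits of 15000 UMIs and 4500 genes discard nuclei in which the adipocyte share was 3.77 times that of nuclei below the limits, when each nucleus was named alone (25.0% of 276 and 6.63% of 2021 nuclei). Thinned to 1000 UMIs, the shares were 21.4% and 6.38%. These values are consistent with the limits lowering the cow adipocyte share. Under the main settings, all 2297 nuclei clustered without limits gave an adipocyte share of 9.93% (8.73 to 11.2), below the 33.6% of taPVAT. Set against taPVAT, this argues against the limits as the whole cause. However, taPVAT is a rat brown depot and sets no expected share for cow WAT. The earlier reports that the paper cites were not compared. With each nucleus named alone, the share was 8.84% of all cow nuclei and 52.7% of taPVAT. The gap to taPVAT depended on the clustering. At Leiden resolution 2.0, with the limits, the share was 11.8% (10.4 to 13.3) in cow WAT and 13.9% (12.6 to 15.2) in taPVAT. The first version of the naming rule named no adipocyte cluster in taPVAT. Doublets with high totals were not removed and stay open, as does a low number of adipocytes in the tissue, which was not tested.

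Values that belong at no statement of the paper follow. Lep had 304 CPM (274 to 336) in the 10x Genomics library, 80.3 CPM (67.2 to 95.1) in the library labelled mesPVAT, 14.2 CPM (7.34 to 24.8) in the library labelled RP fat, 31.2 CPM in taPVAT and 25.0 CPM in BAT. Grid1 had 248 CPM in the library labelled mesPVAT, 427 CPM in the library labelled RP fat and 38.4 CPM in taPVAT, Scn7a had 55.5, 65.1 and 55.7 CPM and Acta2 had 28.4, 31.9 and 48.4 CPM in the same order. Among genes with at least 200 UMIs in a pair of libraries, those with the largest ratio were Plin4 (741 and 75.7 CPM) and Col5a3 (5469 and 574 CPM) for the library labelled mesPVAT over the library labelled RP fat, and ENSRNOG00000088851 (21372 and 864 CPM) in the other direction. Between taPVAT and BAT they were Myh6 (60.6 and 1.58 CPM), of whose 309 UMIs in taPVAT 68 came from a single nucleus, and Kif15 (15.7 and 204 CPM). The gene with the most UMIs in BAT, ENSRNOG00000087169, took 12.2% of them.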
